# Transcriptomic Analysis Pipeline (TAP) for quality control and functional assessment of transcriptomes

**DOI:** 10.21203/rs.3.rs-3390128/v1

**Published:** 2023-10-11

**Authors:** Joseph Boyd, Emily A.W. Nadeau, Sophie Kogut, Princess Rodriguez, Daniel Munteneau, Thomas O’Leary, Sara Filler, Brent Lockwood, Sara Helms Cahan, Seth Frietze

**Keywords:** thermal stress, transcriptome, RNA-seq, polyA + selection, rRNA-depletion, long non-coding RNA, splicing

## Abstract

**Background:**

RNA-sequencing (RNA-seq) has revolutionized the exploration of biological mechanisms, shedding light on the roles of non-coding RNAs, including long non-coding RNAs (lncRNAs), across various biological processes, including stress responses. Despite these advancements, there remains a gap in our understanding of the implications of different RNA-seq library protocols on comprehensive lncRNA expression analysis, particularly in non-mammalian organisms.

**Results:**

In this study, we sought to bridge this knowledge gap by investigating lncRNA expression patterns in *Drosophila melanogaster* under thermal stress conditions. To achieve this, we conducted a comparative analysis of two RNA-seq library protocols: polyA + RNA capture and rRNA-depletion. Our approach involved the development and application of a Transcriptome Analysis Pipeline (TAP) designed to systematically assess both the technical and functional dimensions of RNA-seq, facilitating a robust comparison of these library protocols. Our findings underscore the efficacy of the polyA + protocol in capturing the majority of expressed lncRNAs within the *Drosophila melanogaster* transcriptome. In contrast, rRNA-depletion exhibited limited advantages in the context of *D. melanogaster* studies. Notably, the polyA + protocol demonstrated superior performance in terms of usable read yield and the accurate detection of splice junctions.

**Conclusions:**

Our study introduces a versatile transcriptomic analysis pipeline, TAP, designed to uniformly process RNA-seq data from any organism with a reference genome. It also highlights the significance of selecting an appropriate RNA-seq library protocol tailored to the specific research context.

**Background:**

Advances in next generation sequencing (NGS) technologies enable the comprehensive analysis of genetic sequences of organisms in a relatively cost-effective manner [1, 2]. Among these technologies, RNA-sequencing (RNA-seq) has emerged as a preeminent method to study fundamental biological mechanisms at the level of cells, tissues, and whole organisms. RNA-seq enables the detection and quantification of various RNA populations, including messenger RNA (mRNA) and various species of non-coding RNA, such as long non-coding RNA (lncRNA), as well as an assessment of features including splice junctions in RNA.

A critical step in the generation of RNA-seq libraries is the removal of ribosomal RNA (rRNA), which accounts for up to 80–90% of total RNA [3]. A universal approach and the most widely used protocol involve the selection of polyadenylated (polyA+) RNA to enrich mRNA. Alternatively, rRNA-depletion (rRNA−) may be used to reduce the levels of rRNA in a sample and thereby enhance the detection of both polyadenylated and non-polyadenylated RNAs, such as histone mRNAs, circular RNAs, and various non-coding RNA species [4-6]. Unlike polyA + enrichment, rRNA depletion probes are specific to the study organism; commercial kits are available to deplete rRNA in samples from common mammalian species such as human, mice, and rat and for insects such as *Drosophila melanogaster*, and methods are available that permit custom rRNA-depletion of rRNA from different organisms [7]. Thus, the choice of library preparation protocol can involve significant trade-offs, depending on the biological system being studied. In mammalian systems, rRNA-depletion RNA-seq library protocols have been demonstrated to provide superior detection of non-exonic RNA species including lncRNAs [8, 9]. However, the advantage of performing rRNA-depletion versus polyA+-selection in the detection of lncRNAs by RNA-seq in *D. melanogaster* is not well characterized.

In this study, we investigated the impact of library preparation protocol on discovery, quantification, and detection of changes in both coding and non-coding RNA in *D. melanogaster* under conditions of thermal stress. The cellular stress response is highly conserved, comprising various pathways and proteins that mediate molecular responses to both endogenous and exogenous stressors. These pathways include genes encoding molecular chaperones such as heat shock protein family members (i.e., *Hsp70*), components of the ubiquitin-dependent ER-associated degradation (ERAD) and unfolded protein response (UPR) pathways (i.e., *Fbox6*) [10-12]. Recently, lncRNAs including HOX transcription antisense RNA (HOTAIR) and prostate cancer antigen 3 (PCA3) in human cells have been shown to be upregulated with cellular stress and may play roles to permit cells to cope with stress [13, 14]. Prior studies in *D. melanogaster* have shown that thermal stress can affect specific physiological, biochemical, and cellular processes [15], as well as the expression of certain stress response genes [16-18]. However, our understanding of the underlying regulation of stress responses and their role in cellular and organismal acclimation and developmental responses remain limited by distinct experimental conditions (intensity or time of stress), tissue sampling, and variation across studies in library preparation and downstream bioinformatic analyses.

To generate a standardized methodology for comparison, we developed a Transcriptome Analysis Pipeline (TAP) that enables the comprehensive analysis of technical and functional measures of RNA-seq data, including quality control, differential gene expression, and alternative splicing, using any transcriptome reference index. We used the pipeline to analyze and compare RNA-seq data generated from polyA + and rRNA− libraries derived from adult *D. melanogaster* exposed to increasingly severe cold and heat stress, with the goal of elucidating the relative strengths and weaknesses of the two methods for 1) assessing the extent of transcriptomic response to thermal stress, 2) identifying functional pathways involved in the thermal stress response, 3) detection and differential expression of lncRNAs, and 4) detection of alternative splicing associated with temperature.

## Results

### Transcriptome Analysis Pipeline (TAP) for comprehensive RNA-seq preprocessing

We developed the Transcriptome Analysis Pipeline (TAP) to pre-processes raw sequencing data (fastq) across any reference genome (Fig. 1). The TAP pipeline begins with the build_index step that generates reference index files from user-supplied genome reference sequences and their corresponding annotation files (fasta and gtf, respectively). The build index process supports a variety of different annotation file formats, including NCBI, ENSEMBL and UCSC formats. Next, the user generates a configuration containing file and sample names, directory paths to the sequence and index files, and run parameters. The main pipeline can be executed to generate alignment, quantification, and signal files. TAP produces both gene and *Salmon* transcript- and *STAR* gene-quantification files that are useful for downstream differential expression analysis [19, 20], differential splicing analysis, and the detection of local alternative splicing patterns generated by *SUPPA2* [21]. Additionally, TAP produces stranded (if the library protocol is a stranded protocol) and read-depth normalized bigwig files to permit interactive visualizations of read pileup with a shareable genome browser session (i.e., UCSC genome browser) [22]. Finally, TAP also produces variant call files (VCF) containing single putative nucleotide polymorphisms (SNPs) and indels, which are produced as a part of the exactSNP tool from the *Rsubread* package [23]. These output files can be used for comprehensive technical and functional assessment of RNA-seq data, including quality control, differential expression, and alternative splicing. We designed the TAP pipeline to run on a high-performance computing cluster or parallel processing in the UNIX environment, utilizing Docker container technology and popular bioinformatics open-source software. TAP is freely available at https://github.com/FrietzeLabUVM/TAP.

### A comparison of library protocols for bulk RNA-seq analysis using whole D. melanogaster

To evaluate RNA-seq data from different library protocols, we generated polyA+-selected (polyA+) and rRNA-depleted (rRNA−) libraries from *D. melanogaster* samples from adult female flies. These flies were subject to 5-minute incubation periods at temperatures ranging from 10° to 37°C, with three independent biological replicates (Fig. 2). These temperatures were chosen to induce both cold shock (4° and 10°C) and heat shock (34° and 37°C). 

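The flies were Canton S, a wild-type laboratory strain, and each pool held 6 whole adult females from 1 sealed tube, according to the methods and the sample records, whereas the legend of Fig. 2 gives 9 flies. There were 3 pools at each of 4°C, 10°C, 25°C, 34°C and 37°C, and each pool gave 1 polyA+ and 1 rRNA− library, 30 libraries in all. A polyA+ and an rRNA− library with the same temperature and replicate number were taken as one pool, as Fig. 2 draws them. The water bath changed by 0.25°C/min. According to the methods, flies were then held for 5 min at 4°C and 37°C and for 0 min at 10°C and 34°C, whereas the sample records give 5 min at 34°C and 37°C and 0 min at 4°C and 10°C, and Fig. 2 gives 5 min throughout. More than 800 ng of total RNA went into a polyA+ library and 300 ng into an rRNA− library. The polyA+ libraries were read at 150 bp on a NovaSeq instrument and the rRNA− libraries at 85 bp on a HiSeq instrument, so RNA amount, sequencer and original read length cannot be told apart from the library type in any comparison between the types.

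The authors deposited whole-number read counts for 17807 FlyBase genes, without normalization, in a pair of tables. One was made from all reads and includes rRNA. The other was made after rRNA reads were removed, polyA+ reads were trimmed to 85 bp and polyA+ reads were drawn down to the depth of the rRNA− library of the same pool. The counts of this second table, called equalized counts here, were used unless the full counts are named. Equalized totals ran from 2188773 to 5925256 counts per polyA+ library (median 4008813) and from 2067003 to 5541348 per rRNA− library (median 4033358), and the ratio of the polyA+ to the rRNA− total of a pool lay between 0.948 and 1.12 in all 15 pools. The depth also differed between temperatures, with medians of 2827707 counts at 10°C and 4857588 at 25°C in rRNA− libraries. Symbols were found for 99.5% of the genes, and positions are those of the Ensembl release 115 annotation of the dm6 assembly.

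Each temperature was compared with 25°C within a library type by edgeR's quasi-likelihood test on the 15 libraries of that type, after TMM normalization and edgeR's filter on low counts, which left 9257 genes in polyA+ and 9718 in rRNA− libraries. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p-value under 0.05 and a fold-change of at least 2, as in the legend of Fig. 5. The paper's methods name DESeq2 for its calls, and DESeq2's Wald test is given here as an alternative. Whether a response differed between the library types was tested as an interaction over all 30 libraries. The main settings, the alternatives to them and the rule for the genes to be named were chosen before the data were examined. Standard errors of log2 fold changes were approximated from the test's F statistic. A count of 0 allows up to 3 counts, so a group whose 3 libraries all held 3 counts or fewer was treated as being at the detection limit, which covers counting error only.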

We used the Transcriptomic Analysis Pipeline (TAP) to process RNA-seq data and assess quality control and functional transcriptomic measures. Reads were processed against the *D. melanogaster* DM6 reference transcriptome and the current FlyBase annotation (v5.23) was used to calculate transcripts per million (TPM) for all 35,733 annotated DM6 transcripts.

Sample correlation was assessed by principal component analysis (PCA) and Spearman rank correlation analysis (Fig. 3A and 3B). These results showed that the RNA-seq datasets grouped together by library type and replicates from temperature groups clustered together. Both polyA + and rRNA− libraries showed overall similar read count densities across samples from different temperature and library conditions (Fig. 3C). 

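Principal component analysis of log2 CPM (counts scaled to the library total) of the 10103 genes that passed the low-count filter placed 59.1% of the variance on PC1 and 14.8% on PC2. With the 500 genes of highest variance in place of all filtered genes, the shares were 66.1% and 6.8%, the largest move among the alternatives. The nearest neighbour of each library by Spearman correlation was of its own library type for 15 of 15 polyA+ and 15 of 15 rRNA− libraries. It was of its own temperature for 10 of 15 rRNA− libraries, against 2.14 for shuffled temperature labels (permutation test, p = 2.3e-04), and for 5 of 15 polyA+ libraries (permutation test, p = 0.083). Spearman correlation between replicates had a median of 0.970 in rRNA− libraries (range 0.937 to 0.976, 15 pairs) and 0.914 in polyA+ libraries (0.684 to 0.965, 15 pairs), with the lowest values between polyA+ replicates at 10°C. Libraries of one type at different temperatures had medians of 0.955 (rRNA−) and 0.877 (polyA+) over 90 pairs each. Between the library types the median was 0.722 over 225 pairs. These correlations are across genes, which are not independent replicates.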

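Over the 11242 genes with a mean above 1 count after scaling with DESeq2's median-of-ratios size factors, the median gene had 61.4 ± 9.83 normalized counts (SD, n = 15) in polyA+ libraries and 82.4 ± 2.47 (SD, n = 15) in rRNA− libraries. The 2 sets hardly overlapped, with library medians from 43.7 to 83.2 and from 77.9 to 87.6 (2-sided permutation test, p = 1e-05, the smallest that its 100000 resamples can give). The lower quartile was 9.40 in polyA+ and 17.6 in rRNA− libraries, and the upper quartile 202 and 234. At nearly equal totals, 10810 ± 293 of all 17807 genes had a count in a polyA+ library and 11560 ± 251 in an rRNA− library (2-sided permutation test, p = 1e-05). The log10 of the largest normalized count in a library was on average 5.42 in polyA+ and 4.75 in rRNA− libraries. It reflects the top gene alone and is no measure of dynamic range. Because library type coincides with sequencer and RNA amount, these differences belong to the protocols as run.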

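The squared Pearson correlation (R²) was computed at each temperature between the mean normalized counts of the polyA+ and the rRNA− libraries, on a log scale and over genes with a mean above 1 in both. It was 0.727 at 4°C over 10181 genes, 0.723 at 10°C over 10358 genes, 0.679 at 25°C over 10187 genes, 0.705 at 34°C over 10400 genes and 0.547 at 37°C over 10270 genes. Between single pools, the SD of R² was 0.0752, 0.156, 0.0435, 0.0825 and 0.0862 at the same temperatures, so the value at 37°C lay below the others by more than 1 SD. Leaving out 1 pool moved R² most at 10°C, to 0.527 without replicate 3. Of the alternatives that kept all pools, log2 of the mean plus 1 over all genes with a count moved it most, to 0.696 at 37°C. Genes are not independent replicates, so no p-value is given.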

Sample pairs for expressed transcripts from each temperature group between different library types were overall well correlated (Fig. 3D). The gene encoding Yolk protein 1 (*Yp1*, aka vitellogenin) was the most abundantly expressed transcript in rRNA− samples, while the mitochondrially encoded large ribosomal subunit rRNA (16S rRNA) was the most abundantly expressed transcript in polyA + samples (Fig. 3E).

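The CPM in this paragraph are scaled to the library total, without TMM. In rRNA− libraries, Yp1 (FBgn0004045, X from 10053811 to 10055498, plus strand) had 16957 ± 3134 CPM (SD, n = 15), 1.70% of the counts, and ranked first in 15 of 15 libraries. An antisense gene, asRNA:CR45601, lies opposite to it. The CPM of Yp1 in these libraries ran from 13064 ± 669 (SD, n = 3) at 25°C to 19735 ± 2889 (SD, n = 3) at 10°C. In polyA+ libraries Yp1 had 6696 ± 2439 CPM and ranked 5th by its mean. The 16S gene, mt:lrRNA (FBgn0013686, 12735 to 14058 on the minus strand of the mitochondrial genome), had 79082 ± 50942 CPM (SD, n = 15) in polyA+ libraries, 7.91% of the counts, and ranked first in 14 of 15 libraries. The exception was 10°C replicate 1, where Cp36 ranked first. By temperature, mt:lrRNA in polyA+ libraries ran from 39751 ± 15989 CPM at 37°C to 141712 ± 18102 CPM at 25°C (SD, n = 3 each). In rRNA− libraries it had 5727 ± 3353 CPM and ranked 6th by its mean. In the full counts, which keep nuclear rRNA, Yp1 ranked 6th in rRNA− libraries. Share by share over the pools, both mitochondrial rRNA genes together took 1.08% ± 0.620 of the rRNA− counts and 7.92% ± 5.10 of the polyA+ counts (SD, n = 15). All 15 pools had the larger share in the polyA+ library (exact sign-flip permutation test over the pools, 2-sided, p = 6.1e-05, the smallest it can give, and the same value after Benjamini-Hochberg adjustment over 5 gene classes).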

We next evaluated the mapping of reads to various genomic regions features including exonic, intronic and intergenic regions in the different datasets. Reads that map to exonic regions were the most common in both library types, whereas rRNA− libraries had higher levels of intronic transcripts than polyA + libraries. In contrast, polyA + libraries showed higher levels of intergenic transcripts (Fig. 4A). We next evaluated the expression of long non-coding RNAs (lncRNAs) in the different library types and compared the expression levels of the 2,496 annotated lncRNAs from Flybase across library types. There were overall a similar number of expressed lncRNAs (mean TPM > 2) detected in polyA + and rRNA− across each temperature group, where approximately 80% of annotated lncRNAs were detected in each library type (Fig. 4B). However, the correlation of lncRNA expression levels at each temperature showed overall poor correlation between polyA + and rRNA− library types (Fig. 4C).

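The symbol or type of 2450 genes in the deposited counts marks them as lncRNA, 1911 of them named lncRNA and 490 named asRNA. Counts were turned into TPM with the annotated exonic length of each gene. A mean TPM above 2 over the 3 libraries of a group was reached by 208 lncRNAs at 4°C, 202 at 10°C, 188 at 25°C, 174 at 34°C and 161 at 37°C in polyA+ libraries. The corresponding numbers for rRNA− libraries were 159, 121, 168, 128 and 144. The largest share, 8.49% of the 2450, was that of polyA+ libraries at 4°C, and the largest in rRNA− libraries was 6.86% at 25°C. Counted library by library, 186.5 ± 27.4 lncRNAs (SD, n = 15) passed in polyA+ and 153.9 ± 19.9 (SD, n = 15) in rRNA− libraries (2-sided permutation test without pairing by pool, p = 7.4e-04). The polyA+ library had more in 14 of the 15 pools. The order of the library types depended on the criterion. With at least 1 read in the group, the alternative that moved the numbers most, 745 lncRNAs were detected at 25°C in polyA+ and 1000 in rRNA− libraries, and rRNA− libraries had more at all 5 temperatures. Over all 15 libraries, 43.5% of the 2450 had a read in polyA+ and 57.3% in rRNA− libraries. In the share of all counts, lncRNAs took 0.275% ± 0.0450 of polyA+ and 1.06% ± 0.190 of rRNA− counts (SD, n = 15), and the rRNA− share was the larger in 15 of 15 pools (exact sign-flip permutation test, p = 6.1e-05). The paper's discussion takes polyA+ libraries to hold most of the lncRNAs that are expressed and concludes that this protocol suits the organism.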

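Over lncRNAs alone, R² between the mean normalized counts of the library types was 0.224 at 4°C (263 genes), 0.234 at 10°C (265 genes), 0.280 at 25°C (283 genes), 0.249 at 34°C (290 genes) and 0.251 at 37°C (295 genes). The SD between single pools lay between 0.0274 at 25°C and 0.0837 at 10°C, so that no temperature stood apart. With the full counts, R² was 0.351 at 34°C, and with log2 of the mean plus 1 over all lncRNAs with a count it was 0.377 there, the highest value among the alternatives. The lncRNAs with a mean TPM above 2 in both library types numbered 89 at 4°C and at 25°C, 82 at 34°C, 76 at 37°C and 73 at 10°C.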

### Effect of library type on differential gene expression

Differential gene expression analysis was next performed to compare the gene expression changes between cold or hot treatment groups and control (25°C), comparing polyA + and rRNA− libraries. Differentially expressed genes (DEGs) were identified in all comparisons, revealing distinct patterns of gene expression alterations under varying thermal stress conditions (Fig. 5A). We determined the number of DEGs for different temperature conditions and library types to expose varying degrees of gene regulation in response to thermal stress. 

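At 4°C, 0 of 9257 genes were DEGs in polyA+ libraries, with 58 genes at an unadjusted p under 0.05, and in rRNA− libraries 1 of 9718 genes was higher and 0 were lower, with 400 genes at an unadjusted p under 0.05. At 10°C, 0 genes were DEGs in polyA+ libraries (584 at an unadjusted p under 0.05), while 85 were higher and 120 lower in rRNA− libraries. At 34°C, 8 genes were higher and 0 lower in polyA+ libraries (665 at an unadjusted p under 0.05), against 66 higher and 14 lower in rRNA− libraries. At 37°C there were 363 DEGs in polyA+ and 248 in rRNA− libraries. Of the alternatives set before the data were examined, one edgeR fit of all 30 libraries moved these numbers most. It gave 1631 higher and 857 lower genes at 37°C in polyA+ libraries. By construction that fit takes a common spread for both library types, which favours calls in the type of larger spread, polyA+. DESeq2's Wald test gave 1429 and 176. Some settings added after seeing the data moved them further. The gene of smallest p among the genes higher at both heat temperatures was Hsp68 (FBgn0001230, 3R from 24055080 to 24057310, minus strand), a heat shock protein gene. In polyA+ libraries its expression rose from 11.7 ± 0.186 CPM at 25°C to 2037 ± 91.7 at 34°C and 6704 ± 882 at 37°C (SD, n = 3 each; log2 fold changes of 7.44 and 9.16, standard errors 0.43 and 0.46, adjusted p = 5.3e-07 and 8.2e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rise in rRNA− libraries was from 22.8 ± 3.53 CPM to 2281 ± 234 and 7819 ± 764 (SD, n = 3 each; log2 fold changes of 6.65 and 8.42, standard errors 0.18 and 0.19, adjusted p = 2.5e-12 and 2.1e-13 from the same edgeR test). Counts simulated from these libraries with 200 genes changed 4-fold gave the sensitivity at this design, in that edgeR recovered 18% of the changed genes in polyA+ and 84.5% in rRNA− libraries.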

As expected, the 37°C treatments exhibited the highest number of differentially expressed genes (DEGs) for both polyA + and rRNA− libraries. Notably, the 37°C treatment groups showed a similar number of upregulated DEGs for both polyA + and rRNA− libraries (285 and 310, respectively), however there were relatively more downregulated DEGs observed with rRNA− libraries (67 versus 17) (Fig. 5B). Similarly, both the 10°C and 34°C treatment groups had a higher number of DEGs for rRNA− compared to the corresponding polyA + libraries. 

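At 37°C, 348 genes were higher and 15 lower than at 25°C in polyA+ libraries, and 200 were higher and 48 lower in rRNA− libraries. The polyA+ numbers rested on single libraries. Without 37°C replicate 3 they were 1188 higher and 643 lower, whereas without 37°C replicate 1 they were 31 and 1, without 37°C replicate 2 they were 47 and 1, without 25°C replicate 2 they were 18 and 1, without 25°C replicate 3 they were 20 and 1, and without 25°C replicate 1 they were 214 and 5. The polyA+ libraries were also split by another measure. Histone genes took 0.00173% to 0.00476% of the full counts in 10°C replicate 2, 34°C replicates 2 and 3 and 37°C replicates 1 and 2. They took 0.0144% to 0.0240% in the other polyA+ libraries. Only the libraries of low share had a positive PC2. As 37°C replicate 3 had the higher share, like all 25°C libraries, temperature and this split cannot be told apart without it. In rRNA− libraries the genes higher ranged from 96 without 25°C replicate 3 to 227 without 25°C replicate 1, and the genes lower from 28 to 52 without the same libraries. Which library type had more genes lower depended on the setting. DESeq2's Wald test gave 176 lower in polyA+ and 67 in rRNA− libraries, the fit of only the 6 libraries compared 481 and 63, one fit of all 30 libraries 857 and 8, and the fit without 37°C replicate 3 643 and 33, the reverse of the order in the other fits that each left out 1 pool. The spread between replicates differed as well, with a common biological coefficient of variation of 0.538 in polyA+ and 0.240 in rRNA− libraries. Among the lower genes, the smallest p was that of CG13315 (FBgn0040827) in polyA+ libraries, with a log2 fold change of -2.36 (standard error 0.38, adjusted p = 0.00755 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In rRNA− libraries it was that of Kr-h1 (FBgn0266450), with a log2 fold change of -1.79 (standard error 0.20, adjusted p = 6.7e-05 from the same edgeR test). In polyA+ libraries, Kr-h1 had 0 counts at 37°C and 9 to 34 at 25°C (adjusted p = 0.135 from the same edgeR test). Kr-h1 shares part of its span with CG45075 on the same strand.

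**Figure D1:**
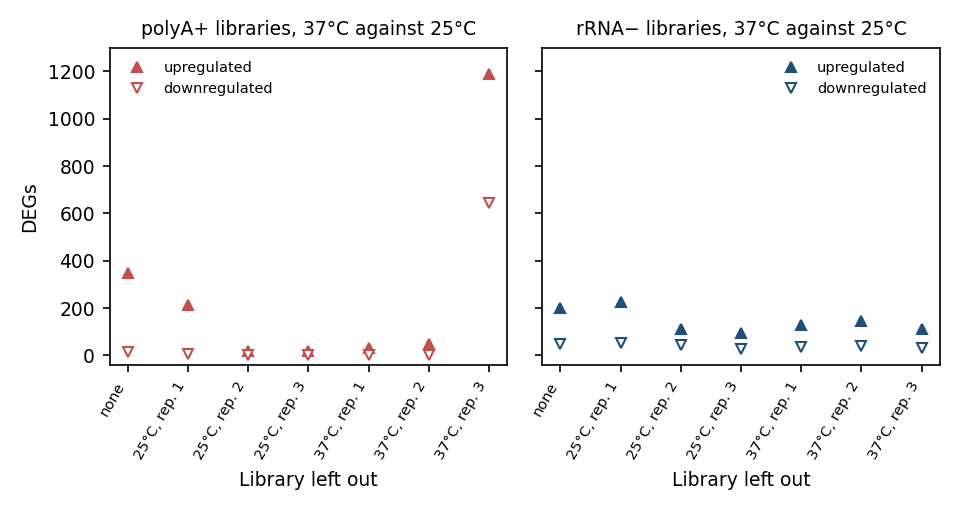
Number of DEGs at 37°C against 25°C (vertical axis, genes) in polyA+ libraries (left) and rRNA− libraries (right), with all libraries and with each of 6 libraries left out in turn (horizontal axis), genes higher and genes lower drawn apart. In polyA+ libraries the genes higher run from 18 to 1188 and in rRNA− libraries from 96 to 227.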

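Tested as an interaction over all 30 libraries, the response to temperature was called different between the library types for few genes. In simulations this test recovered 20% of genes changed 4-fold, so few calls do not show that few genes differed. Test and simulation both took a common spread for the library types, whose spread differed, so the 20% is a rough guide. Of 10103 genes, 0 differed at 4°C (93 at an unadjusted p under 0.05), 0 at 10°C (216), 1 at 34°C (325) and 1 at 37°C (1543), where 505 would fall under an unadjusted p of 0.05 by chance. Genes called in one library type only numbered 205 at 10°C and 72 at 34°C, so a call in rRNA− and none in polyA+ libraries was not by itself a difference between the protocols. Without 37°C replicate 3, 538 genes differed at 37°C, and without any other pool of the comparison 0 did. In the fit that gave 538, the polyA+ libraries at 37°C and 25°C also differed in their share of histone counts, so temperature is not the only difference there. The gene at 34°C was CG11891 (FBgn0039309, 3R from 25270209 to 25273267, plus strand), with a log2 difference of 8.55 between rRNA− and polyA+ libraries (adjusted p = 0.0223, edgeR interaction test with Benjamini-Hochberg adjustment). It has the same span and strand as CG11889, so its counts are uncertain, and with the full (not equalized) counts its log2 fold change at 10°C in rRNA− libraries was -2.07. In rRNA− libraries it had 0 counts at 25°C and 25 to 69 at 10°C, at least 28.0-fold more, the smallest p among the genes higher at 10°C. The gene at 37°C was CG6839 (FBgn0036831), with a log2 difference of -4.44 (adjusted p = 0.0242 from the same edgeR test). Both calls were lost with the fly pool as a block (adjusted p = 1 for CG11891 and 0.372 for CG6839 from the same edgeR test), and 0 genes differed at any temperature then. At the other temperatures the smallest interaction p belonged to GluClalpha at 4°C (log2 difference -3.31, standard error 0.80, adjusted p = 1 from the same edgeR test) and CG11891 at 10°C (7.88, standard error 1.33, adjusted p = 0.0941). The smallest p among the genes lower at 10°C in rRNA− libraries was that of mt:lrRNA (FBgn0013686), which fell from 9186 ± 1648 to 1150 ± 283 CPM after TMM scaling (SD, n = 3 each; log2 fold change -3.00, standard error 0.37, adjusted p = 0.00733 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0504 without 25°C replicate 3). With DESeq2's Wald test, genes also differed at 4°C, where edgeR called 0, and 16 differed at 10°C, 8 at 34°C and 135 at 37°C. The DEGs at 10°C in rRNA− libraries rested on a few libraries, since 1 gene was higher and 0 were lower without 25°C replicate 3, 8 and 18 without 25°C replicate 2, 9 and 10 without 10°C replicate 1, and 10 and 10 without 10°C replicate 3. Without 25°C replicate 1 there were 171 higher and 202 lower genes at 10°C, and without 10°C replicate 2 there were 145 and 229. At 34°C, between 29 and 90 genes were higher and between 4 and 34 were lower in rRNA− libraries with 1 library left out, the lowest numbers without 25°C replicate 3 and the highest without 25°C replicate 1 and 34°C replicate 1.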

To compare the relationships among DEGs, we compared the overlap of DEGs across each condition. Overall, there was a high degree of concordance between protein coding DEGs for both types of libraries across temperature groups (Fig. 5C).

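At 37°C, 122 genes were DEGs in both library types, which is 49.2% of the 248 in rRNA− libraries, and 118 of them were protein coding (of 354 protein-coding DEGs in polyA+ and 231 in rRNA− libraries). At 34°C all 8 DEGs of polyA+ libraries, which are protein coding, were among the 80 of rRNA− libraries. At 4°C and 10°C 0 genes were shared, since polyA+ libraries gave 0 DEGs there. The other ways of splitting the 6 pools of a comparison into 3 and 3, applied to both library types alike, shared 0 genes at any temperature. In each of them at least 1 library type had 0 calls, so these splits cannot serve as a measure for the overlap. Among the DEGs of either type that were tested in both, 98.7% of 448 moved the same way at 37°C, 97.2% of 72 at 34°C and 80% of 175 at 10°C, and Pearson's r of their log2 fold changes was 0.753, 0.807 and 0.755, with Spearman's rho of 0.628, 0.864 and 0.853. Over all 8939 genes tested in both, r was 0.560 at 37°C, 0.464 at 34°C, 0.385 at 10°C and 0.125 at 4°C. The values of r depended on libraries and on the test. At 10°C, r was 0.358 without 10°C replicate 1, 0.487 without 25°C replicate 2 and at most 0.829, at 37°C it ran from 0.606 without 37°C replicate 3 to 0.861, and over the DESeq2 Wald test calls it was 0.367, 0.113 and 0.207 at 37°C, 34°C and 10°C. These correlations are across genes, and both libraries of a pool share the pool's chance differences, which alone can give a shared direction. In a test chosen after the data were seen, genes were therefore called in rRNA− libraries without 1 pool of each temperature, and their direction was read from the polyA+ libraries of the pools left out. Over the 9 choices of pools, a median of 97.8% moved the same way at 37°C (88.6% to 99.3%) and 90.9% at 34°C (66.8% to 96.7%), whereas at 10°C the 4 choices with at least 10 called genes gave 18.2% to 97.6%. Over all genes, the median r between such pools was 0.412 at 37°C, 0.221 at 34°C, 0.297 at 10°C and -0.0301 at 4°C, and the lowest at 10°C was -0.227. With the library types exchanged, 74.6% to 100% of the genes called in polyA+ libraries at 37°C moved the same way in rRNA− libraries, and fewer than 10 genes were called at the other temperatures. The number shared at 37°C fell to 16 without 25°C replicate 3 and to 18 without 25°C replicate 2, and it was 25 without 37°C replicate 1 and 35 without 37°C replicate 2. With the DESeq2 Wald test calls, 257 genes were shared at 37°C, 58 at 34°C, 37 at 10°C and 1 at 4°C. Myofilin (Mf, FBgn0038294), whose isoforms the paper follows in Fig. 6B, was a DEG at no temperature in either library type (log2 fold changes of 0.42 in polyA+ and -0.27 in rRNA− libraries at 37°C). From the overlap of the DEG lists, the paper concludes that protein-coding DEGs of both library types are concordant (Fig. 5C).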

We further compared the differentially expressed genes by performing Gene Ontology (GO) enrichment analysis. The significantly enriched GO categories for polyA + or rRNA− library types were largely similar among treatment groups (Fig. 5D). However, different library types for cold and hot treatment groups also showed distinctions in enriched categories, whereby several GO categories were unique to different library types across different temperature treatments (**S. Table 2**). For example, the 34° and 37°C heat treatments were enriched in response to temperature categories including and chaperone-mediated protein folding and serine hydrolase categories, whereas the 37°C polyA + dataset had several additional categories not significantly enriched in the 37°C rRNA− datasets such as purine metabolism and small molecule metabolic process. 

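Gene families fixed by symbol stood in for ontology categories. Enrichment among DEGs was tested against all genes tested in the same library type by Fisher's exact test (1-sided), with Benjamini-Hochberg adjustment over 24 tests of 4 families. Of the heat shock genes, 7 of 15 were DEGs in polyA+ libraries at 34°C (adjusted p = 3.6e-19) and 12 of 15 at 37°C (adjusted p = 2.7e-14), and 12 of 16 were DEGs in rRNA− libraries at 34°C (adjusted p = 1.7e-21) and 14 of 16 at 37°C (adjusted p = 4.8e-20), by Fisher's exact test. All of these were higher. Among glutathione transferases at 37°C, 11 of 31 were DEGs in polyA+ and 5 of 27 in rRNA− libraries (adjusted p = 4.9e-08 and 0.00182, Fisher's exact test). Among serine proteases at 37°C, 12 of 28 were DEGs in polyA+ and 3 of 27 in rRNA− libraries (adjusted p = 9.2e-10 and 0.0734, Fisher's exact test). The numbers in both library types depended on the test. DESeq2's calls at 37°C held 25 of 29 serine proteases in polyA+ libraries. In rRNA− libraries they held 11 at 37°C (adjusted p = 3.4e-09, Fisher's exact test) and 6 at 34°C (adjusted p = 8.5e-05, Fisher's exact test). Of the 5 purine synthesis genes tested, 0 were DEGs at any temperature in either library type by edgeR on the equalized counts. DESeq2's calls held 1 of them at 4°C in rRNA− libraries (adjusted p = 0.0179, Fisher's exact test) and 1 at 37°C in polyA+ libraries (adjusted p = 1, Fisher's exact test), where the full counts gave 1 as well (adjusted p = 0.438, Fisher's exact test). At 10°C in rRNA− libraries, 2 serine proteases were higher and 1 heat shock gene was lower, and no family was enriched among edgeR's calls (serine proteases, adjusted p = 0.241, Fisher's exact test). Among DESeq2's calls at 10°C, however, 9 of 25 serine proteases were higher in rRNA− and 7 of 28 in polyA+ libraries (adjusted p = 2.3e-07 and 4.7e-09, Fisher's exact test). Genes of a family are not independent replicates, and some serine proteases and glutathione transferases have close paralogs between which the counting could have split reads.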

The 10° and 34°C rRNA− also had a higher number of unique enriched categories such as exopeptidase and carboxypeptidases, than the corresponding polyA + datasets. This analysis highlights the biological processes and molecular functions that are significantly affected by thermal stress and library preparation methods.

We next compared the differential expression of lncRNAs across different conditions between library types. 

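Among the lncRNAs tested, 180 in polyA+ and 126 in rRNA− libraries, 0 were DEGs at 4°C in both types (3 and 16 at an unadjusted p under 0.05). At 10°C, 0 were DEGs in polyA+ libraries (10 at an unadjusted p under 0.05), and in rRNA− libraries 1 was higher and 5 were lower. At 34°C, 0 were DEGs in polyA+ libraries (14 at an unadjusted p under 0.05), and in rRNA− libraries 3 were higher and 2 lower. At 37°C, 4 were higher and 1 lower in polyA+ libraries, and 8 were higher and 5 lower in rRNA− libraries. Adjusted over the list alone, the lncRNAs at an adjusted p under 0.05 from edgeR's quasi-likelihood test numbered 0, 0, 0 and 4 at 4°C, 10°C, 34°C and 37°C in polyA+ libraries, and 2, 11, 10 and 22 in rRNA− libraries. Of the alternatives set before the data were examined, one edgeR fit of all 30 libraries moved the numbers most. It gave 26 lncRNAs higher and 14 lower at 37°C in polyA+ libraries and 8 in all in rRNA− libraries, so that the order of the library types turned. Because that fit takes a common spread for both types, it favours polyA+ calls by construction and cannot by itself unsettle the order. The order also turned with DESeq2's Wald test (34 in polyA+ against 17 in rRNA− libraries), in the fit of only the 6 libraries compared (22 against 19), with the full (not equalized) counts (16 against 14) and without 37°C replicate 3 (22 against 9). Leaving out 1 library gave 0 to 17 lncRNAs higher at 37°C in polyA+ libraries, the highest without 37°C replicate 3, and 6 to 8 in rRNA− libraries. At 10°C in rRNA− libraries, 0 lncRNAs were lower without 10°C replicate 3 and 9 without 25°C replicate 1. At 37°C the smallest p among higher lncRNAs in polyA+ libraries was that of asRNA:CR43481 (FBgn0263492), with log2 fold changes of 3.31 in polyA+ (standard error 0.49, adjusted p = 0.00515) and 3.39 in rRNA− libraries (standard error 0.35, adjusted p = 2.4e-05, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lies opposite to Hsp67Ba, which rose as well, from 7 to 10 counts at 25°C to 169 to 390 at 37°C in polyA+ libraries. Whether the counting used the strand is not stated, so its value is uncertain. Among lower lncRNAs, lncRNA:CR45156 (FBgn0266649) had 13 to 22 counts at 25°C and 0 to 1 at 37°C in polyA+ libraries (adjusted p = 0.0278 from the same edgeR test, and 0.0997 to 0.149 in 4 of the 6 fits that left out 1 library). The smallest p among lower lncRNAs in rRNA− libraries was at 37°C that of lncRNA:CR43650 (FBgn0263659), with a log2 fold change of -1.81 (standard error 0.26, adjusted p = 8.8e-04 from the same edgeR test), and at 10°C that of lncRNA:mimi (FBgn0051451), with -1.16 (standard error 0.23, adjusted p = 0.0139 from the same edgeR test).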

The rRNA− libraries resulted in a greater number of differentially expressed lncRNAs for each temperature group, with the highest number from 37°C samples (17 total differentially expressed lncRNAs) (Fig. 5E). Differentially expressed lncRNAs with heat included *lncRNA:ag-element:CR32865*, which is induced at 34° and 37°C conditions compared to control or cold treatments in data from library types (Fig. 5F). These patterns mirrored expression of heat shock genes such as *Hsp22*, also known to be induced with thermal stress [31,32]. 

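The αγ-element, lncRNA:alphagamma-element:CR32865 (FBgn0052865), lies on 3R from 12475336 to 12478267, minus strand, and annotated Dm88 and invader1 transposable elements overlap it, so reads could be shared with other copies of them. Its rRNA− libraries had 0 to 2 counts per library at 25°C, 77 to 167 at 34°C and 1185 to 2834 at 37°C. Against the limit of 3 counts it was at least 41.4-fold higher at 34°C and at least 805-fold higher at 37°C (fitted log2 fold changes of 7.28 and 11.58, standard errors 0.92 and 0.82, adjusted p = 0.00184 and 5.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In polyA+ libraries it had 0 counts at 25°C, 2 to 4 at 34°C and 17 to 31 at 37°C. In the full counts, however, these libraries had 0 to 6, 87 to 129 and 2586 to 3826. At 37°C the equalized polyA+ counts kept only 4.64% of them relative to the median gene. The polyA+ fold change and the interaction test thus rest on the few reads kept. On the equalized counts the αγ-element was at least 11.0-fold higher in polyA+ libraries at 37°C (adjusted p = 0.00739 from the same edgeR test, and 0.0582 without 25°C replicate 2). At 34°C the change in polyA+ libraries did not pass the threshold (adjusted p = 0.307 from the same edgeR test), but it did with the full counts (adjusted p = 0.00153, over a range of 0.00153 to 1 among the alternatives, those that leave out 1 library included). Of 9 further settings chosen after seeing the data, 6 called it at 34°C in polyA+ libraries. The responses of the library types did not differ in the interaction test (adjusted p = 1 at 34°C and 0.931 at 37°C, edgeR).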

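Hsp22 (FBgn0001223) lies on 3L from 9372931 to 9374964, plus strand, and CG4456 spans the same stretch on the same strand, so reads could be split between them. In polyA+ libraries Hsp22 had 12.2 ± 1.86 CPM at 25°C, 827 ± 230 at 34°C and 2973 ± 203 at 37°C (SD, n = 3 each). The log2 fold changes were 6.08 and 7.93 (standard errors 0.54 and 0.58, adjusted p = 4.4e-05 and 5.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rRNA− libraries gave Hsp22 6.80 ± 0.398 CPM at 25°C, 447 ± 70.3 at 34°C and 1482 ± 50.6 at 37°C (SD, n = 3 each). The log2 fold changes there were 6.03 and 7.76 (standard errors 0.22 and 0.23, adjusted p = 7.7e-11 and 3.4e-12 from the same edgeR test). At 4°C and 10°C it was not a DEG (log2 fold changes of -0.53 and -0.36 in polyA+ and -0.42 and -0.35 in rRNA− libraries), although the 3 rRNA− libraries at 10°C all lay below those at 25°C in CPM. CG4456 had 0 to 11 counts in the rRNA− libraries at 25°C and 9 to 123 at 37°C.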

The antisense transcript *asRNA:CR44035* was among the list of lncRNAs significantly downregulated with heat in both libraries. 

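asRNA:CR44035 (FBgn0264827) lies on 3R from 9810020 to 9813929, minus strand, opposite to part of CG8534, which had at most 16 counts in any library at 25°C, 34°C or 37°C. In rRNA− libraries it fell from 28 to 39 counts at 25°C to 4 to 6 at 34°C and 3 to 7 at 37°C. The log2 fold changes were -2.60 and -2.49 (standard errors 0.37 and 0.36, adjusted p = 0.00133 and 9.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In polyA+ libraries it had 18 to 23 counts at 25°C, 3 to 7 at 34°C and 1 to 4 at 37°C. The changes there had the same direction, with log2 fold changes of -1.91 and -2.45 (standard errors 0.63 and 0.66), but did not pass the threshold (adjusted p = 0.431 and 0.0534 from the same edgeR test). In polyA+ libraries at 37°C the adjusted p ranged from 0.0027 to 0.216 over the alternatives, those that leave out 1 library included, with values under 0.05 from the full counts (0.0267), DESeq2's Wald test (0.0287), the fit of the 6 libraries compared (0.0401) and one edgeR fit of all 30 libraries (0.0027). At 34°C the fit of all 30 libraries gave 0.0485, the lowest of these settings (range 0.0485 to 1). Of 10 further settings chosen after seeing the data, 9 called it at 37°C and 2 at 34°C in polyA+ libraries. The interaction test found no difference between the library types (adjusted p = 1 at both temperatures, edgeR).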

Among the differentially expressed lncRNAs with cold stress included *lncRNA:CR31044* that showed elevated expression at cold temperatures (4° and 10°C) for both library types (Fig. 5G). This pattern of cold induction mirrored the expression of cold-induced mRNAs such as vrille (*Vri*) encoding a bZIP transcriptional repressor and clock-controlled circadian rhythm gene previously reported as a cold induced gene [32,33]. However, the effect of library protocol was evident in the expression analysis of lncRNAs such as *lncRNA:CR32368*, which was downregulated at 10°C compared to the other temperatures only in rRNA− libraries. 

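lncRNA:CR31044 (FBgn0051044) lies on 3R from 29214562 to 29219667, plus strand, and carries the precursors of mir-279 and mir-996. In polyA+ libraries it had 3.81 ± 1.22 CPM at 25°C, 14.1 ± 2.19 at 4°C and 9.85 ± 3.89 at 10°C (SD, n = 3 each), so that all 3 libraries at each cold temperature lay above those at 25°C. The log2 fold changes of 1.88 and 1.35 (standard errors 0.56 and 0.56) did not pass the threshold (adjusted p = 1 and 0.759 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with ranges of 0.0986 to 1 and 0.137 to 1 over the alternatives, those that leave out 1 library included). Of 11 further settings chosen after seeing the data, 5 called it at 4°C and 2 at 10°C in polyA+ libraries, with adjusted p-values from DESeq2's Wald test down to 7.3e-04 and 0.0109, and none of 12 called it in rRNA− libraries. The level in rRNA− libraries was 28.0 ± 6.35 CPM at 25°C, 38.2 ± 8.00 at 4°C and 26.0 ± 9.18 at 10°C (SD, n = 3 each), and its log2 fold changes of 0.45 and -0.11 lay within the spread between replicates (adjusted p = 1 and 0.84 from the same edgeR test). The sign at 10°C in rRNA− libraries turned to 0.16 without 10°C replicate 1 and to 0.09 without 25°C replicate 2. A difference between the library types was not found (interaction adjusted p = 1 at both temperatures, edgeR).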

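vri (FBgn0016076) lies on 2L from 5288944 to 5311223, plus strand. Its level in rRNA− libraries was 89.1 ± 8.10 CPM at 25°C, 181 ± 5.63 at 4°C and 162.5 ± 21.1 at 10°C (SD, n = 3 each). The log2 fold changes were 1.02 at 4°C (standard error 0.14, adjusted p = 0.0153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.86 at 10°C (standard error 0.14, adjusted p = 0.00767 from the same edgeR test), the second under the 2-fold threshold. It was the only DEG at 4°C in rRNA− libraries. That call was lost without any 1 of 5 of the 6 libraries, with adjusted p-values from 0.0896 without 4°C replicate 1 to 0.201 without 25°C replicate 2, and the adjusted p ranged from 1.0e-08 to 1 over the other alternatives. In polyA+ libraries vri had 22.1 ± 5.06 CPM at 25°C, 46.5 ± 18.0 at 4°C and 29.1 ± 24.5 at 10°C (SD, n = 3 each). The log2 fold changes of 1.07 and 0.39 had standard errors of 0.54 and 0.53 and did not pass the threshold (adjusted p = 1 and 0.988 from the same edgeR test). Without 10°C replicate 3 the value at 10°C was -0.63.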

The normalized expression of this transcript was detectable only in rRNA− libraries and showed very low expression in polyA + libraries (Fig. 5H).

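lncRNA:CR32368 (FBgn0052368) lies on 3L from 7915437 to 7915846, plus strand. In rRNA− libraries it had 53.1 ± 20.6 CPM at 10°C and 20.0 ± 4.42 at 25°C (SD, n = 3 each), with 18.3 ± 7.74 at 4°C, 27.7 ± 11.3 at 34°C and 44.6 ± 4.88 at 37°C. It was thus higher at 10°C, with a log2 fold change of 1.41 (standard error 0.37, adjusted p = 0.0413 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p was 0.126 to 0.185 without 10°C replicate 1, 10°C replicate 3, 25°C replicate 2 or 25°C replicate 3, and ranged from 0.00291 to 0.961 over the other alternatives. In polyA+ libraries it was present at lower levels, with 12.9 ± 10.9 CPM at 10°C and 8.92 ± 5.17 at 25°C (SD, n = 3 each), and 10 to 57 counts per library at 10°C. Its log2 fold change there was 0.53 (standard error 0.75, adjusted p = 0.998 from the same edgeR test), and -0.36 without 10°C replicate 1. Fig. 5H plots a different gene, lncRNA:CR32218 (FBgn0052218, 3L from 19895216 to 19896391, minus strand), which lies within Su(Tpl) and Mi-2 on the same strand. In rRNA− libraries that gene had 3.28 ± 2.07 CPM at 10°C and 10.2 ± 1.22 at 25°C (SD, n = 3 each), a log2 fold change of -1.57 (standard error 0.52, adjusted p = 0.0814 from the same edgeR test, and 0.0451 from DESeq2's Wald test). In polyA+ libraries it had 0 to 4 counts at 10°C and 0 at 25°C, too few to be tested.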

### Effect of library type on transcript isoforms and local alternative splicing events

Alternative splicing is fundamental in the regulation of gene expression and can be systematically analyzed in RNA-seq data [34]. The TAP pipeline applies an integrative approach to enable analysis of transcript isoforms, differential alternative splicing events, and clusters of splice junctions between conditions. We compared transcript isoforms and local alternative splicing events between cold or hot treatment groups and control (25°C) for both polyA + and rRNA− libraries. We identified hundreds of differentially expressed transcript isoforms and local splicing events across different temperature conditions compared to controls for both library types (Fig. 6A). This is overall consistent with broad splicing changes known to occur in response to thermal stress [35]. Approximately, 10% of identified isoform changes were consistent in both library types in this data derived from whole animals. For example, we identified changes in transcript isoforms derived from the *Myofilin* (*My*; FBgn0038294) gene encoding the muscle-specific thick-filament associated protein known to be regulated by alternative splicing [36] (Fig. 6B).

## Methods

### Study animals

Canton S flies were obtained from the Bloomington Drosophila Stock Center (Bloomington, IN, USA). Prior to temperature exposure, flies were maintained at 25°C at L:D 12:12 and fed a standard cornmeal and soy flour diet consisting of 0.84% agar, 7.79% yeast, 9.35% cornmeal, 0.31% Tegosept (w/v) (US Biological, Swampscott, MA, USA), 4.36% molasses, and 0.62% propionic acid (v/v) in H_2_O. Flies were maintained in vials at a density of 30–50 flies per vial.

### Temperature shock regime

Adult females were exposed to cold or heat shock conditions by placing 6 flies in sealed 15 × 150 mm glass test tubes and submerging in a circulating water bath. The bath was programmed to cool or heat at a rate of 0.25°C/min to one of the four following temperatures: 4°C (severe cold shock), 10°C (moderate cold shock), 34°C (moderate heat shock) or 37°C (severe heat shock). 10°C and 34°C samples were removed once the bath reached the corresponding temperature. Flies were held for 5 minutes at 4°C or 37°C before being removed. Flies were anesthetized with CO_2_ and transferred to microcentrifuge tubes filled with zirconium silicate beads. These tubes were immediately snap-frozen in liquid nitrogen and held at −80°C until RNA isolation. Control flies were similarly handled but remained at 25°C until collection and flash-freezing.

### RNA isolation

Whole flies were homogenized using a Bullet Blender Bead Homogenizer (Next Advance, Troy, NY, USA) in 300 μL TRIzol Reagent (Life Technologies, Carlsbad, CA, USA). RNA was extracted according to the manufacturer’s instructions. Total RNA was resuspended in DNAse/RNAse-free water and quantified with a Nanodrop 2000 spectrophotometer (ThermoFisher, Waltham, MA, USA). RNA quality was assessed on a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA).

### RNA-seq library construction and sequencing

Strand-specific RNA-seq libraries were constructed following the stranded polyA+ (Illumina TruSeq) or a stranded rRNA-depletion kit (Tecan, Switzerland). > 800 ng was used in the polyA + libraries and 300 ng was used for the rRNA-depleted libraries, according to manufacturer’s instructions. The quantity and quality of the libraries were assessed with the DNA High Sensitivity Kit (Agilent Technologies) on a Qubit Fluorometer (ThermoFisher) and a Bioanalyzer 2100 (Agilent Technologies). The libraries were pooled and sequenced on an Illumina NovaSeq 6000 (polyA+) or an Illumina HiSeq 2000 (rRNA-depletion) with 150-bp and 85-bp read length, respectively at a sequencing depth of > 5 million reads per library (S. Figure 1).

### Processing of RNA-seq

The quality of the raw sequence data was examined using FastQC software (version 0.12.0) and visualized with MultiQC [24, 25]. To compare both library types, read lengths were standardized by trimming the raw polyA + sequencing files using trimmomatic [26] and aligned to the *D. melanogaster* reference genome (DM6). Transcript-level abundances of annotated transcripts for each sample were derived from the DM6 reference transcriptome using Salmon (version 1.4.0) [20] and imported into R/Bioconductor with *tximport* [27]. *DESeq2* [28] was used to estimate mean and dispersion parameters for a Negative Binomial distribution for gene-level counts for samples, and to perform differential expression analysis. Significantly differentially expressed genes were defined as genes with those that exhibit greater or equal to fold-change of 2 or padj < 0.05.

### Pathway enrichment analysis

Metascape multi-gene lists corresponding to the identified DEGs were used for functional enrichment analysis with default settings [29].

### Splicing analysis

The Ensembl Berkeley Drosophila Genome Project (BDGP) assembly release 6 (July 2014) [30] and the gene annotation file BDGP (version 110) were downloaded in GTF format from the Ensembl FTP server. We applied SUPPA to each annotation to obtain events from Ensembl, including exon skipping (SE), alternative 5′ and 3′ splice sites (A5/A3), mutually exclusive exons (MX), and intron retention (RI), Alternative first (AF) and last exons (AL).

## Discussion

In this study, we examined mRNA and lncRNA expression under varying thermal stress conditions in *Drosophila melanogaster*. This investigation was motivated by the growing recognition of the diverse and pivotal roles played by lncRNAs in cellular stress responses [13, 14]. Previous research in *D. melanogaster* had already shed light on the impact of thermal stress on various physiological, biochemical, and cellular processes [15], as well as the expression of stress response genes [16-18]. However, understanding lncRNA expression as potential regulatory mechanisms governing stress responses has been hindered by differences in experimental conditions (such as stress intensity or duration), tissue sampling, and variations in library preparation.

We evaluated the performance of two RNA-seq library protocols, polyA + and rRNA−, in the context of detecting gene and transcript expression under varying thermal stress conditions. One key aspect of this study was assessing the quality of these library types. We found that both library types demonstrated similar sensitivity and dynamic range, indicating their ability to effectively capture a wide range of gene expression levels. This consistency in performance highlights the reliability of both library protocols for quantifying gene and transcript expression across the conditions studied. We further examined the correlation of lncRNA expression between polyA + and rRNA− libraries. The calculated R^2 values were found to be relatively high (> 0.58 across conditions), suggesting an overall agreement in the expression levels of lncRNAs between the two library types (Fig. 4). These findings provide confidence in the suitability of both polyA + and rRNA− library protocols for comparable sensitivity of lncRNA expression in *D. melanogaster*.

Despite overall similar detection of gene expression, our analysis also revealed significant distinctions between the polyA + and rRNA− library protocols. Notably, the efficiency of rRNA removal from the samples using the commercially available kit was suboptimal and each rRNA− library had a large fraction of total reads that mapped to rRNA genes. Thus, in our analysis we performed rigorous quality control analysis by removing rRNA reads and normalizing by both useable read depth and read lengths (see Methods). However, this had a cost in read depth and resulted in approximately 2 million reads per library (Supplemental Fig. 1). Nevertheless, comparing usable reads, showed that the rRNA− protocol exhibited a heightened sensitivity to intergenic regions and intronic regions, as evidenced by the increased detection of intronic transcripts, particularly under extreme temperature conditions. In contrast, the polyA + libraries exhibited higher degree of exonic reads. 

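In the full counts, nuclear rRNA genes took 47.1% ± 11.7 of the counts of an rRNA− library (SD, n = 15). One rRNA− library, replicate 3 at 4°C, stood apart at 8.60%, and the other 14 lay between 41.8% and 56.3%. In polyA+ libraries the share was 0.120% ± 0.0926 (SD, n = 15; range 0.0115% to 0.296%). The share was larger in the rRNA− library of 15 of 15 pools. At 10°C it lay between 47.6% and 53.9% in rRNA− libraries, and at 25°C between 44.2% and 52.4%. In the equalized counts, the nuclear rRNA genes still held 0.431% ± 0.306 in rRNA− and 3.8e-05% in polyA+ libraries (SD, n = 15).

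**Figure D2:**
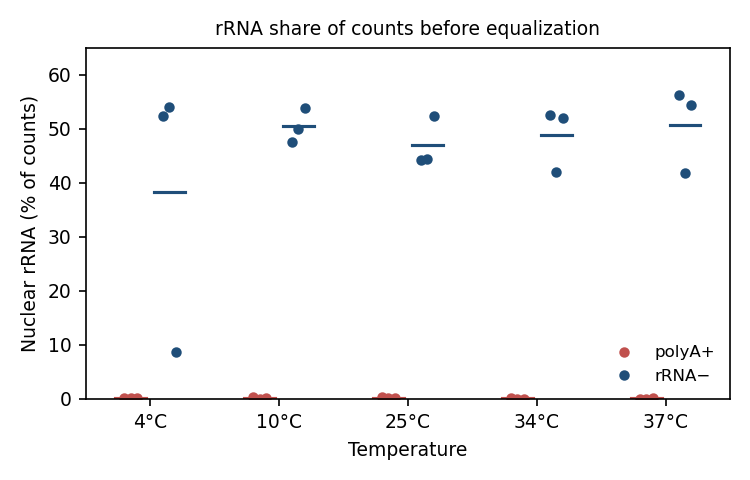
Share of nuclear rRNA genes in the full counts (vertical axis, percent of counts) by temperature (horizontal axis, °C) for rRNA− and polyA+ libraries. Points are single libraries and lines the means of the 3 libraries of a group, and the rRNA− libraries run from 8.60% to 56.3% while the polyA+ libraries stay at 0.296% or less.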

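The full counts held between 4241358 and 12002473 counts per rRNA− library (median 9235148) and between 18477184 and 32104629 per polyA+ library with reads trimmed to 85 bp (median 23441410). The smallest equalized library of either type was an rRNA− library at 10°C. Other classes of genes also differed in their share of the equalized counts. Small nucleolar, small nuclear and Cajal body RNAs took 1.18% ± 0.592 in rRNA− libraries and 0.00167% in polyA+ libraries (SD, n = 15), and histone genes 2.6e-04% and 5.5e-05%. Both shares were larger in the rRNA− library of 15 of 15 pools. In the full counts, the 111 histone genes held 0.108% ± 0.0378 of the rRNA− and 0.0143% ± 0.00855 of the polyA+ counts (SD, n = 15), so the equalized counts hold few of their reads.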

The latter was manifested in a more robust detection of splice junctions in polyA + libraries.

Further distinctions between library types were revealed by performing differential gene expression analysis. We observed consistent changes in the expression of mRNAs associated with stress responses, including enriched in metabolic processes aligning with previous reports [37]. However, the polyA + protocol exhibited many additional enriched categories including those enriched in distinctive pathways including purine metabolism and small molecule metabolic process (Fig. 4). A comparison of DEGs across conditions between each library type revealed pathways associated with stress responses, including enrichment cellular responses to temperature category (GO:0009266) and involving induction of *Hsp22* encoding a heat shcok chaperone protein (Fig. 5). These DEGs showed consistent gradient of expression between heat shock conditions (34 and 37°C). Notably, rRNA− libraries showed an increased number of differentially expressed lncRNAs, particularly under extreme temperature conditions. This observation prompts further exploration into the regulatory roles of these differentially expressed lncRNAs during thermal stress.

This analysis unveiled the modulation of previously uncharacterized genes in response to thermal stress, encompassing both cold and heat-induced lncRNAs. The rRNA-depletion libraries had the highest number from 37°C samples for a total of 17 differentially expressed lncRNAs. Heat-induced lncRNA *lncRNA:ag-element:CR32865* expression significantly increased at 34° and 37°C treatments in data from both library types. However, the effect of library protocol was evident in the expression analysis of certain transcripts. For example, *lncRNA:CR32368* was downregulated at cold temperatures but only in rRNA− libraries. These observation prompts further investigations into the regulatory roles of lncRNAs during thermal stress.

Overall, our study showcased the effectiveness of the polyA + protocol in capturing the majority of expressed lncRNAs in *D. melanogaster*, highlighting its suitability for this biological system. In contrast, the advantages of rRNA depletion appeared comparatively limited under these conditions, particularly without optimization of the rRNA depletion. Beyond the technical aspects of library protocol comparison, our study has illuminated the complexities of lncRNA expression under thermal stress conditions, a critical facet of biological regulation. The differential gene expression analysis revealed distinct responses to temperature fluctuations, with rRNA− libraries exhibiting heightened sensitivity to temperature-induced changes. This underscores the imperative need to select an appropriate library protocol tailored to the specific research question, biological system, and desired resolution. The findings presented here also underscore the value of integrative bioinformatics pipelines like TAP. As researchers continue to explore diverse organisms and experimental conditions, a standardized and adaptable pipeline such as TAP can guide the processing and analysis of transcriptomic data. To facilitate broader accessibility and reproducibility, we have made TAP available through Docker, ensuring that other researchers can readily adopt and apply this valuable tool.

## Conclusions

Our investigation into the impact of library protocols on lncRNA expression in *D. melanogaster* underscore the significance of selecting an appropriate library protocol, not only to achieve accurate quantification but also to capture the complexities of gene expression patterns under distinct experimental conditions.

As the field of genomics evolves, our study contributes valuable insights into the interpretation of RNA-seq data, emphasizing the importance of thorough evaluations and the relevance of adaptable analysis pipelines.

## Figures and Tables

**Figure 1:**
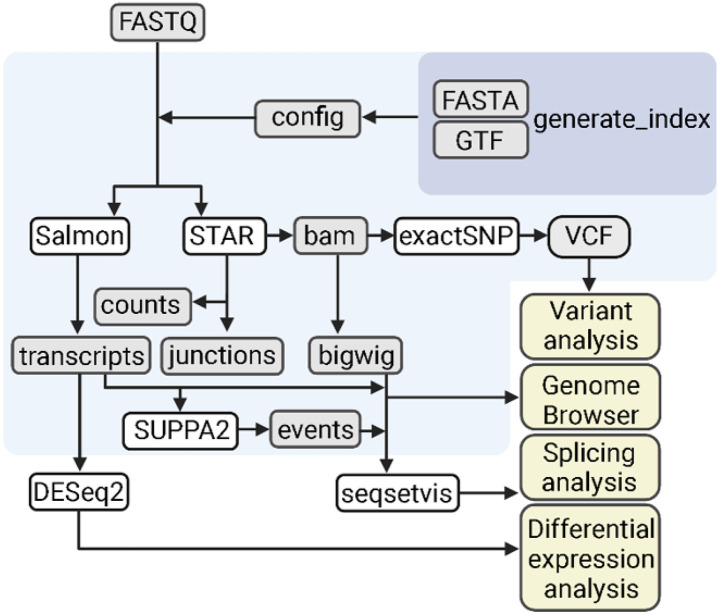
Flowchart representing the Transcriptome Analysis Pipeline (TAP) for processing RNA-seq data. The primary processing steps of TAP are shaded in light blue and the input and output files are shown in grey boxes. The pipeline begins with a generate_index step (shaded in dark blue) that utilizes available reference sequence (FASTA) and gene annotation files (GTF) files to create the required index files for the distinctive processing steps of the pipeline (shown in white boxes). A configuration.csv file lists the path to the raw next-generation sequencing (FASTQ) files and index files from the generate_index step, as well as experimental information to produce processed files that can be used for several downstream steps (shown in yellow boxes).

**Figure 2:**
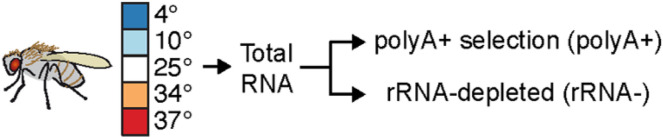
Experimental design to compare RNA-seq library types for studies involving *Drosophila melanogaster*. Adult female adult flies (9) were subject to different temperatures for 5 minutes and frozen for RNA extraction and construction of polyA+ selected and rRNA-depletion strand-specific RNA-seq libraries.

**Figure 3:**
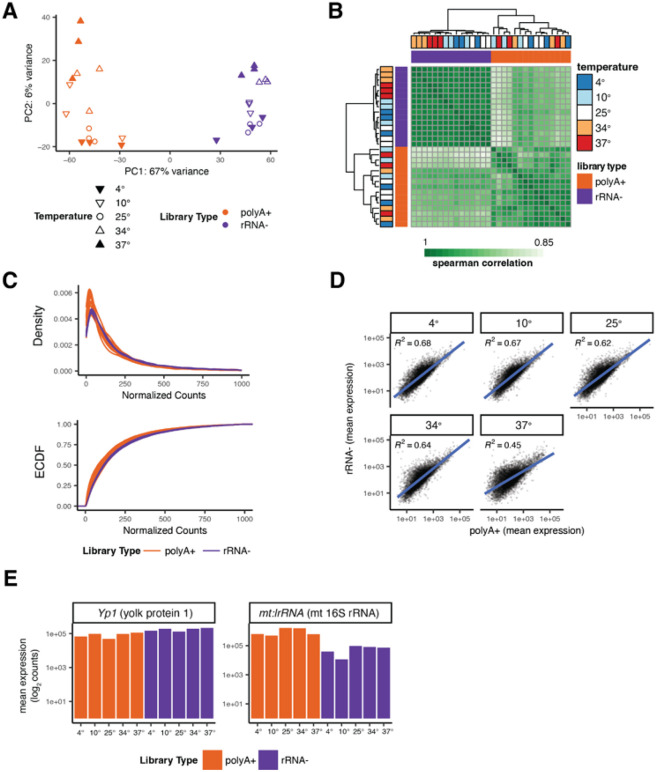
Quality control analysis comparing RNA-seq library protocols across temperature treatment conditions. **A)** Principal component analysis showing principal component 1 (PC1) and PC2 for RNA-seq data from flies treated at the indicated temperatures. **B)** Correlation heatmap of normalized RNA-seq data. Spearman correlation analysis and hierarchical cluster illustrates grouping patterns. **C)** Density plot of normalized expression count values of RNA-seq data (left) and empirical cumulative distribution function (ECDF) values for both library types. **D)** Pairwise scatterplot comparing the mean normalized expression values of expressed genes for rRNA-depleted and poly A+-selected libraries for each condition. Shown are the R^2^ values for each comparison.

**Figure 4:**
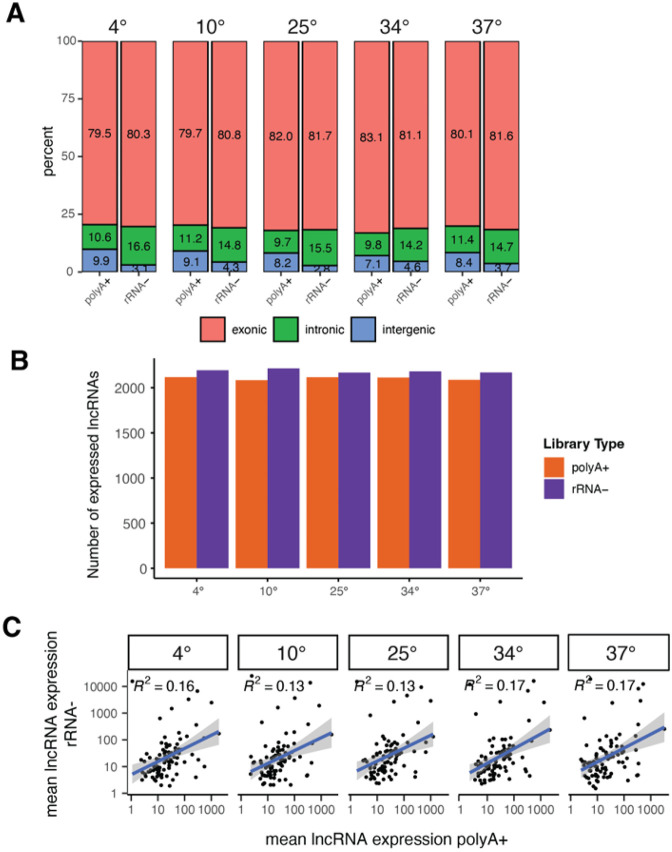
Comparison of mRNA and lncRNA expression between library types. **A)** Plot showing the fraction of total reads that map to exonic, intronic and intergenic gene features for both library types across the different temperature groups. **B)** Plot showing the number of annotated lncRNAs (TPM > 2) expressed in each sample. **C)** Pairwise scatterplot of mean normalized lncRNA expression between different library types.

**Figure 5:**
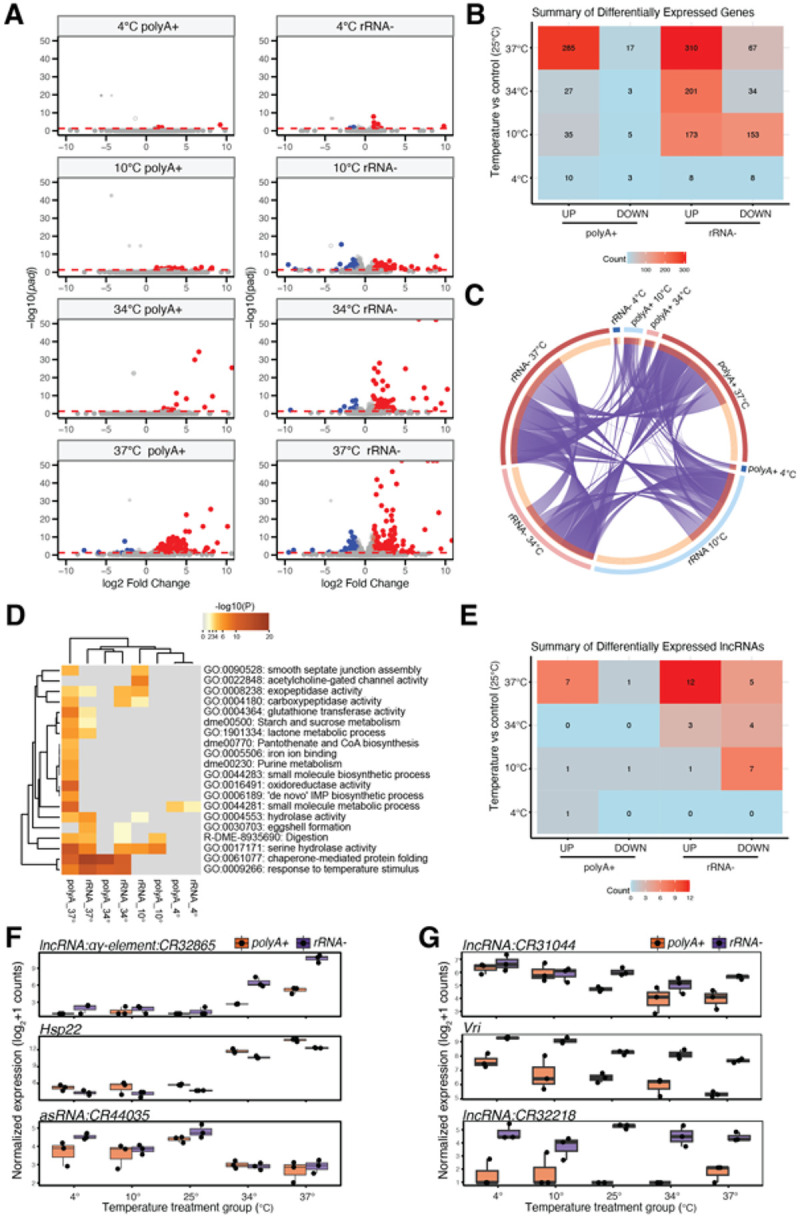
Comparison of differential gene expression patterns between library types. **A)** Volcano plots showing differentially expressed genes (DEGs) for each temperature group compared to control (25°C) conditions for each library type. Significantly up- and down-regulated DEGs (padj < 0.05 & fold-change > 2) are colored in red and blue, respectively. **B)** A heatmap summary of all up- and down-regulated DEGs are shown. **C)** The gene-level overlap among the DEG lists is represented by a Circos plot, where the color corresponds to different temperature treatment groups and library types. **D)** A clustered heatmap showing the results from pathway enrichment analysis performed on the indicated DEG groups. The color scale indicates the significance of enrichment by adjusted p-value. **E)** A heatmap summary of all up- and down-regulated differentially expressed lncRNAs (padj < 0.05 & fold-change > 2) are shown. **F) and G)** Expression plots showing differentially expressed genes identified from different comparisons (see results text). Shown are plots of the normalized expression counts (log_2_+1) for each group, colored by library type (polyA+ in orange and rRNA− in purple, respectively).

**Figure 6:**
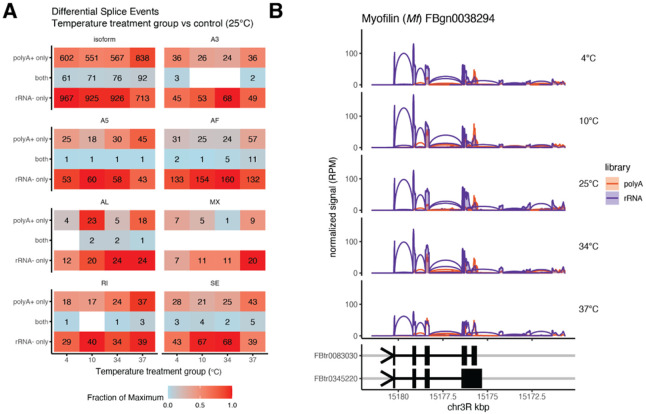
Splicing analysis comparing RNA-seq library protocols across temperature treatment conditions. **A)** A comparison of differential transcript isoforms and local alternative splicing events across temperature treatment groups and library types. Local splicing events included skipped exon (SE), alternative 5'/3' splice sites (A5/A3), mutually exclusive exons (MX), retained intron (RI), and alternative first/last exons (AF/AL). **B)** Analysis of splicing patterns based on normalized RNA-seq signal of the (−) strand (reads per million (RPM)) and transcript isoform annotations for the *Myofilin*gene (FBgn0038294) chr3R:15,170,625-15,181,510.

How the deposited data were processed for this re-analysis (not part of the article)

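The authors exposed pools of 6 whole adult Canton S females to 4°C, 10°C, 25°C, 34°C or 37°C, with 3 pools per temperature, and made 1 polyA+ and 1 rRNA− library from each pool, 30 libraries in all. A polyA+ and an rRNA− library with the same temperature and replicate number were taken as one pool. The controls are the libraries at 25°C.

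The counts are whole-number read counts per gene as deposited by the authors, from reads aligned to the dm6 assembly with the FlyBase annotation in the TAP pipeline. This pipeline makes both STAR and Salmon estimates, and which of these the counts hold is not stated. For the equalized counts the authors removed rRNA reads, trimmed polyA+ reads to 85 bp with Trimmomatic and drew polyA+ reads down to the depth of the rRNA− library of the pool, the last by a tool that is not stated. The full counts keep rRNA and are not drawn down, and for polyA+ libraries they exist for reads of 85 bp and of 150 bp. Nothing was normalized before deposit. The equalized counts are not a plain subset of the full counts, since CG11889 had 91 to 182 equalized and 21 to 103 full counts in rRNA− libraries at 25°C, and Hsp70 and histone genes hold few equalized counts. Both tables list 17807 genes, of which 3246 had no equalized count and 2622 no full count. The 97 genes without a symbol held 0.395% of the equalized counts. Of the 30 pairs of replicates within a group, 0 were identical.

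Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1), by TMM normalization, filterByExpr on the 5 temperature groups and robust quasi-likelihood fits, for the 15 libraries of each library type apart. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. The difference between library types was the contrast of the responses in a fit of 10 groups over all 30 libraries, called by the adjusted p alone. No replicate block was used. Standard errors of log2 fold changes are approximations from the fold change and its F statistic. R² was computed on log10 mean counts after DESeq2 1.42.0 size factors, over genes with a mean above 1 in both types. TPM used the union of exons of Ensembl release 115, which gave a length for 17710 genes. Principal components used log2 CPM after TMM scaling with a prior count of 2. The CPM of named genes were TMM-scaled within a library type. Those given beside abundance ranks, for the Hsp70 copies and for the αγ-element were scaled to the library total. Shares of gene classes were compared over the 15 pools by all 32768 sign flips. Other 2-sided permutation tests used 100000 resamples of the libraries, without pairing by pool. Plots were drawn with matplotlib 3.10.9.

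The genes to be named were fixed by rule: the genes that the paper names; for each temperature and library type the gene of smallest p among the called genes higher, and among those lower, whose 3 libraries all lay beyond those at 25°C (10% of genes by chance for 3 against 3), with the same for lncRNAs; for each temperature the genes of smallest interaction p in either direction; the most abundant gene of each type; and the heat shock family. Near-identical gene copies and neighbouring genes were named after their values were seen.

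Simulated counts with the means and the spread of these libraries, with 200 genes changed 4-fold, tested the procedure. edgeR recovered 18% of the changed genes in polyA+ libraries (38 calls, 2 of them false) and 84.5% in rRNA− libraries (173 calls, 4 false), and 20% for the interaction (42 calls, 2 false). DESeq2's Wald test recovered 46% (122 calls, 30 false) and 88% (186 calls, 10 false). In both types edgeR called 0 genes at a simulated temperature without change.

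Splits of the 6 libraries of a comparison into 3 and 3 number 10, so that the share of splits with a result as large is never under 0.1. Direction was also compared between library types without a shared pool, a test chosen after the data were seen, by calling genes in one type without 1 pool of the temperature and 1 of 25°C and taking the log2 CPM difference of these 2 pools in the other type. Overlap between temperatures was compared with 20 simulated sets of unchanged groups that share the 25°C libraries. The trend on gene length was removed from each library by lowess with a span of 0.3. Alternative splicing, isoforms, intron and intergenic reads, ontology enrichment and GC content were not analysed here.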

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

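The tests on the Hsp70 copies and on the αγ-element, and that of the log2 difference of CG6839 summed with CG3819, were chosen only after the results were seen, and the criteria of the others were set beforehand.

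CG11891 (FBgn0039309) differed between the library types in its response to 34°C, by a log2 difference of 8.55 (standard error 1.30, adjusted p = 0.0223, edgeR interaction test with Benjamini-Hochberg adjustment). In rRNA− libraries it had 0 counts at 25°C and 163 to 213 at 34°C, and in polyA+ libraries 25 to 44 and 67 to 161. Reads split between CG11891 and CG11889, which have the same span and strand, were tested by summing both genes. The sum had a log2 difference of -0.08 (standard error 0.68, adjusted p = 1 from the same edgeR test), with log2 fold changes of 1.24 in rRNA− (adjusted p = 0.036) and 1.29 in polyA+ libraries (adjusted p = 0.673). In the full counts CG11891 had 0 to 127 counts in rRNA− libraries at 25°C, and with the full (not equalized) counts the difference was 0.40. A split of reads that moved between the genes may thus account for the difference, which was lost without any 1 of the 6 pools (adjusted p from 0.0961 without 34°C replicate 3 to 0.28 without 25°C replicate 2) and with the pool as a block (adjusted p = 1), while DESeq2's Wald test gave 1.1e-05, the lowest of the alternatives. A biological difference between the 2 genes stays open and untested. Of the 10 splits of the 6 pools, 2 gave as many genes at 34°C.

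CG6839 (FBgn0036831) differed between the library types at 37°C, by a log2 difference of -4.44 (standard error 0.72, adjusted p = 0.0242, edgeR interaction test with Benjamini-Hochberg adjustment). It rose from 4 to 5 counts at 25°C to 50 to 246 at 37°C in polyA+ libraries, and from 29 to 45 to 59 to 85 in rRNA− libraries. For the sum with its neighbour CG3819, the adjusted p was 0.151 from the same edgeR test, which met the criterion set for reads split between them, yet the log2 difference stayed at -4.11 (standard error 0.77). CG3819 itself rose from 15 to 23 counts to 92 to 854 in polyA+ libraries and from 105 to 216 to 266 to 380 in rRNA− libraries. A split of reads as the whole cause would leave no difference in the sum, which lies further from 0 than 2 times its standard error and rose by a log2 fold change of 5.21 in polyA+ (adjusted p = 0.00351) and 1.20 in rRNA− libraries (adjusted p = 0.0196, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the counts argue against it. A biological difference stays open and untested. The difference was lost in 5 of the 6 fits that each left out 1 pool (adjusted p from 0.204 without 25°C replicate 1 to 0.429 without 25°C replicate 2), and it was 7.9e-04 without 37°C replicate 3. With the full (not equalized) counts the adjusted p was 0.12, and with the pool as a block 0.372, while DESeq2's Wald test gave 1.3e-05, the lowest of the alternatives. Library type coincides with sequencer and RNA amount, so a protocol effect stays open too. Of the 10 splits of the 6 pools, 1, the real one, gave as many genes at 37°C, a share of 0.1, which is the lowest that 3 against 3 can give.

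The 6 copies of Hsp70 showed a signal in the full counts, which the paper did not use for expression. Summed, they had 22690 ± 4432 CPM at 37°C in rRNA− libraries (SD, n = 3), against 62.7 ± 7.35 at 25°C, and 29250 ± 3112 against 49.2 ± 10.4 in polyA+ libraries. In the equalized counts the sums at 37°C were 1641 ± 698 CPM in rRNA− and 692.5 ± 44.0 in polyA+ libraries. Single copies kept between 0.00879% and 12.1% of their full counts in rRNA− libraries, although the median gene there kept all of its counts. Removal of rRNA reads alone is argued against, since the 111 histone genes kept only 0.119% of their full counts in rRNA− libraries. If reads shared between near-identical copies were left out of the equalized counts, other such genes would lose most of theirs, but 10 listed genes (Amy, Lys, Att and Cyp12d1 copies) kept a median of 58.2%, from 0.913% for Cyp12d1-d to 89.8% for LysE, with 3 of them under 50%. The single-copy heat shock genes kept 85.1% to 99.98%. The 111 histone genes, which the list of 10 leaves out, did lose most of theirs, as a loss of shared reads would give if they are near-identical. How alike the copies of these genes are was not analysed here, so a loss of shared reads and another filter cannot be told apart. The heat response itself is large in both tables, and no biological explanation was tested for the loss.

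The αγ-element (lncRNA:alphagamma-element:CR32865) also showed a signal in the full counts. At 37°C in polyA+ libraries it had 141.4 ± 5.86 CPM (SD, n = 3; 2586 to 3826 counts), against 0.0822 ± 0.110 at 25°C (0 to 6 counts), whereas the equalized counts gave 6.07 ± 1.73 CPM (17 to 31 counts). Relative to the median gene of each library, it kept 4.64% of its full counts in polyA+ and 84.2% in rRNA− libraries. In absolute terms, rRNA− libraries kept 83.3%, which speaks against a loss of shared reads that treats both types alike. The polyA+ reads behind both tables were of 85 bp, so trimming is not a difference between them. Only polyA+ reads were drawn down, so a step applied to polyA+ libraries alone cannot be told apart from a loss of shared reads that depends on the reads drawn. A biological explanation was not tested, since the same libraries gave both tables.

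mt:lrRNA (FBgn0013686) was lower at 10°C in rRNA− libraries, in a comparison that the paper does not discuss, with a log2 fold change of -3.00 (standard error 0.37, adjusted p = 0.00733 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p was 0.0504 without 25°C replicate 3, 0.566 in one fit of all 30 libraries, and 3.5e-16 to 0.0433 under the other alternatives. A stronger removal of ribosomal RNA from the 10°C libraries would lower nuclear rRNA as well, but its share of the full counts was higher at 10°C by 3.46 percentage points (47.6% to 53.9% against 44.2% to 52.4%). Fewer mitochondrial transcripts of every kind are argued against by the 13 mitochondrial protein-coding genes, whose median log2 fold change was -0.33 (from -1.32 to 0.57, with 0 of 13 called). The other mitochondrial rRNA, mt:srRNA, fell with it (log2 fold change -3.15, adjusted p = 0.0178 from the same edgeR test). A removal that varied for mitochondrial rRNA alone and a response of mitochondrial rRNA to cold both stay open and were not tested. The interaction test found no difference from polyA+ libraries (log2 difference -1.15, adjusted p = 1, edgeR), where mt:lrRNA also had a lower mean at 10°C.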

How the results depend on the processing

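The values below were recomputed with 1 choice changed at a time, and apart from the cases named the cause of a change was not tested. The alternatives set before any count was seen were the full counts, DESeq2's size factors in edgeR, DESeq2's Wald test, no filter on low counts, a replicate block, a fit of only the 6 libraries compared, one fit of all 30 libraries, the adjusted p alone, other transformations, thresholds and gene sets, and leaving out each replicate. The settings said to be added were chosen after seeing the data. Fits of all 30 libraries take a common spread for both library types. They thus favour calls in polyA+ libraries, which had the larger spread, over calls in rRNA− libraries. Pairs of numbers are genes higher and genes lower than at 25°C.

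Numbers of DEGs moved with the test. DESeq2's Wald test gave 4 and 4 at 4°C, 65 and 3 at 10°C, 123 and 8 at 34°C and 1429 and 176 at 37°C in polyA+ and 8 and 7 at 4°C, 167 and 149 at 10°C, 184 and 32 at 34°C and 297 and 67 at 37°C in rRNA− libraries. A fit of only the 6 libraries compared gave 2 and 3 at 4°C, 0 and 0 at 10°C, 12 and 0 at 34°C and 940 and 481 at 37°C in polyA+ and 1 and 1 at 4°C, 72 and 98 at 10°C, 69 and 7 at 34°C and 250 and 63 at 37°C in rRNA− libraries. One fit of all 30 libraries gave 0 and 0 at 4°C, 2 and 0 at 10°C, 149 and 7 at 34°C and 1631 and 857 at 37°C in polyA+ and 0 and 0 at 4°C, 1 and 0 at 10°C, 22 and 1 at 34°C and 51 and 8 at 37°C in rRNA− libraries, more than the separate fits in polyA+ libraries at heat and fewer in rRNA− libraries. DESeq2's size factors in edgeR gave 0 and 0 at 4°C, 0 and 0 at 10°C, 8 and 0 at 34°C and 689 and 18 at 37°C in polyA+ and 1 and 0 at 4°C, 83 and 101 at 10°C, 78 and 15 at 34°C and 215 and 46 at 37°C in rRNA− libraries, while they shifted the median log2 fold change of all genes by 0.164 at 37°C and by 0.157 at 10°C in polyA+ libraries. Without a filter the numbers were 0 and 0 at 4°C, 0 and 0 at 10°C, 9 and 0 at 34°C and 380 and 9 at 37°C in polyA+ and 2 and 0 at 4°C, 70 and 99 at 10°C, 65 and 13 at 34°C and 205 and 45 at 37°C in rRNA− libraries. With the adjusted p alone and no fold-change threshold they were 0 and 0 at 4°C, 0 and 0 at 10°C, 8 and 0 at 34°C and 348 and 15 at 37°C in polyA+ and 1 and 0 at 4°C, 135 and 497 at 10°C, 105 and 24 at 34°C and 313 and 150 at 37°C in rRNA− libraries. The full counts gave 0 and 0 at 4°C, 0 and 0 at 10°C, 12 and 0 at 34°C and 556 and 21 at 37°C in polyA+ and 1 and 0 at 4°C, 86 and 112 at 10°C, 61 and 15 at 34°C and 199 and 51 at 37°C in rRNA− libraries.

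Replicate numbers were also tried as a block. With this block the numbers were 0 and 0 at 4°C, 0 and 0 at 10°C, 8 and 0 at 34°C and 211 and 12 at 37°C in polyA+ and 0 and 0 at 4°C, 112 and 97 at 10°C, 82 and 8 at 34°C and 233 and 49 at 37°C in rRNA− libraries, and with the fly pool as a block 0 genes differed between the library types at 34°C and 0 at 37°C. The numbers showed no pairing across temperatures, since the correlation of the deviations of libraries with one number from their group means lay between -0.42 and 0.397 in polyA+ and between -0.147 and 0.247 in rRNA− libraries, with 3 and 4 of 12 above 0.1. Between the polyA+ and the rRNA− library of a pool it lay between -0.307 and 0.453, with 9 of 15 above 0.1.

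Added after seeing the data were further settings for the numbers of DEGs. The full counts with polyA+ reads at 150 bp gave 0 and 0 at 4°C, 0 and 0 at 10°C, 16 and 1 at 34°C and 530 and 19 at 37°C in polyA+ libraries. The DESeq2 Wald test on only the 6 libraries compared gave 6 and 3 at 4°C, 53 and 2 at 10°C, 279 and 10 at 34°C and 1635 and 780 at 37°C in polyA+ and 5 and 2 at 4°C, 180 and 167 at 10°C, 287 and 36 at 34°C and 324 and 74 at 37°C in rRNA− libraries. The DESeq2 Wald test on all 30 libraries, equalized counts, gave 7 and 7 at 4°C, 253 and 6 at 10°C, 389 and 29 at 34°C and 1849 and 935 at 37°C in polyA+ and 5 and 6 at 4°C, 5 and 11 at 10°C, 42 and 5 at 34°C and 86 and 24 at 37°C in rRNA− libraries. With the DESeq2 Wald test on all 30 libraries, full counts, they were 10 and 7 at 4°C, 366 and 24 at 10°C, 451 and 43 at 34°C and 2042 and 1073 at 37°C in polyA+ and 17 and 18 at 4°C, 18 and 16 at 10°C, 53 and 19 at 34°C and 99 and 30 at 37°C in rRNA− libraries. From the DESeq2 Wald test on full counts by library type they were 11 and 1 at 4°C, 120 and 7 at 10°C, 204 and 19 at 34°C and 1684 and 211 at 37°C in polyA+ and 12 and 12 at 4°C, 174 and 159 at 10°C, 188 and 43 at 34°C and 309 and 65 at 37°C in rRNA− libraries. The DESeq2 Wald test with the replicate block, equalized counts, gave 8 and 6 at 4°C, 91 and 5 at 10°C, 181 and 9 at 34°C and 1404 and 358 at 37°C in polyA+ and 7 and 13 at 4°C, 189 and 152 at 10°C, 210 and 32 at 34°C and 307 and 74 at 37°C in rRNA− libraries. The DESeq2 Wald test with the replicate block, full counts with polyA+ reads at 150 bp, gave 12 and 12 at 4°C, 172 and 12 at 10°C, 252 and 22 at 34°C and 1628 and 497 at 37°C in polyA+ and 13 and 10 at 4°C, 201 and 157 at 10°C, 220 and 39 at 34°C and 320 and 76 at 37°C in rRNA− libraries. A DESeq2 Wald test on genes with at least 10 counts in every library, equalized counts, gave 2 and 0 at 4°C, 23 and 0 at 10°C, 44 and 2 at 34°C and 922 and 191 at 37°C in polyA+ and 4 and 1 at 4°C, 97 and 121 at 10°C, 105 and 28 at 34°C and 160 and 55 at 37°C in rRNA− libraries. A DESeq2 Wald test on genes with at least 10 counts in every library, full counts with polyA+ reads at 150 bp, gave 1 and 0 at 4°C, 31 and 0 at 10°C, 85 and 6 at 34°C and 1341 and 163 at 37°C in polyA+ and 4 and 1 at 4°C, 106 and 128 at 10°C, 111 and 29 at 34°C and 167 and 55 at 37°C in rRNA− libraries. A DESeq2 Wald test on genes with at least 100 counts summed over the libraries, equalized counts, gave 0 and 3 at 4°C, 58 and 3 at 10°C, 122 and 6 at 34°C and 1382 and 178 at 37°C in polyA+ and 8 and 7 at 4°C, 172 and 153 at 10°C, 190 and 34 at 34°C and 283 and 69 at 37°C in rRNA− libraries. A DESeq2 Wald test on genes with at least 100 counts summed over the libraries, full counts with polyA+ reads at 150 bp, gave 8 and 5 at 4°C, 125 and 8 at 10°C, 197 and 19 at 34°C and 1620 and 210 at 37°C in polyA+ and 12 and 12 at 4°C, 178 and 163 at 10°C, 196 and 46 at 34°C and 293 and 68 at 37°C in rRNA− libraries. With the gene length trend removed the numbers were 0 and 0 at 4°C, 0 and 0 at 10°C, 9 and 0 at 34°C and 666 and 51 at 37°C in polyA+ and 1 and 0 at 4°C, 28 and 29 at 10°C, 74 and 16 at 34°C and 175 and 39 at 37°C in rRNA− libraries, and with libraries thinned to the lowest total of their type they were 0 and 0 at 4°C, 0 and 0 at 10°C, 7 and 0 at 34°C and 247 and 9 at 37°C in polyA+ and 0 and 0 at 4°C, 46 and 88 at 10°C, 53 and 12 at 34°C and 122 and 43 at 37°C in rRNA− libraries.

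Across the 6 fits that each left out one replicate, DEGs ran from 0 to 0 higher and from 0 to 0 lower at 4°C in polyA+ libraries, from 0 to 0 higher and from 0 to 0 lower at 10°C in polyA+ libraries, from 7 to 10 higher and from 0 to 0 lower at 34°C in polyA+ libraries, from 18 to 1188 higher and from 1 to 643 lower at 37°C in polyA+ libraries, from 0 to 1 higher and from 0 to 1 lower at 4°C in rRNA− libraries, from 1 to 171 higher and from 0 to 229 lower at 10°C in rRNA− libraries, from 29 to 90 higher and from 4 to 34 lower at 34°C in rRNA− libraries and from 96 to 227 higher and from 28 to 52 lower at 37°C in rRNA− libraries. The libraries behind the largest moves were 37°C replicate 3 (1188 and 643 without it) and 25°C replicate 2 (18 higher without it) in polyA+ libraries at 37°C, 25°C replicate 3 (1 and 0 without it), 25°C replicate 1 (171 higher) and 10°C replicate 2 (229 lower) in rRNA− libraries at 10°C, 25°C replicate 3 (29 and 4), 25°C replicate 1 (90 higher) and 34°C replicate 1 (34 lower) in rRNA− libraries at 34°C, and 25°C replicate 3 (96 and 28) in rRNA− libraries at 37°C. Among lncRNAs the numbers ran from 0 to 17 higher and from 0 to 5 lower at 37°C in polyA+ libraries. The extremes there came without 25°C replicate 2 and 37°C replicate 3. In rRNA− libraries at 10°C they ran from 0 to 1 higher and from 0 to 9 lower. The extremes at 10°C came without 10°C replicate 3 and 25°C replicate 1. At 34°C in rRNA− libraries the numbers ran from 1 to 2 higher and from 1 to 5 lower. The extremes at 34°C came without 34°C replicate 2 and 34°C replicate 1. At 37°C in rRNA− libraries the numbers ran from 6 to 8 higher and from 2 to 6 lower. The fewest higher came without 25°C replicate 3, the fewest lower without 37°C replicate 2, and the most of each without 25°C replicate 1. In these fits 0 genes differed between the library types at 34°C, and from 0 to 538 at 37°C, 538 without 37°C replicate 3. Genes shared by both types at 37°C ran from 16 without 25°C replicate 3 to 106 without 25°C replicate 1.

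For lncRNAs, DESeq2's Wald test gave 0 and 0 at 4°C, 0 and 0 at 10°C, 1 and 0 at 34°C and 28 and 6 at 37°C in polyA+ and 0 and 0 at 4°C, 1 and 6 at 10°C, 3 and 4 at 34°C and 12 and 5 at 37°C in rRNA− libraries. A fit of only the 6 libraries compared gave 0 and 0 at 4°C, 0 and 0 at 10°C, 0 and 0 at 34°C and 13 and 9 at 37°C in polyA+ and 0 and 0 at 4°C, 1 and 5 at 10°C, 3 and 1 at 34°C and 9 and 10 at 37°C in rRNA− libraries, one fit of all 30 libraries gave 0 and 0 at 4°C, 0 and 0 at 10°C, 2 and 2 at 34°C and 26 and 14 at 37°C in polyA+ and 0 and 0 at 4°C, 0 and 0 at 10°C, 1 and 1 at 34°C and 6 and 2 at 37°C in rRNA− libraries, the full counts gave 0 and 0 at 4°C, 0 and 0 at 10°C, 1 and 0 at 34°C and 13 and 3 at 37°C in polyA+ and 0 and 0 at 4°C, 1 and 6 at 10°C, 2 and 2 at 34°C and 8 and 6 at 37°C in rRNA− libraries, DESeq2's size factors gave 0 and 0 at 4°C, 0 and 0 at 10°C, 0 and 0 at 34°C and 10 and 1 at 37°C in polyA+ and 0 and 0 at 4°C, 1 and 5 at 10°C, 3 and 2 at 34°C and 8 and 5 at 37°C in rRNA− libraries, and the adjusted p alone gave 0 and 0 at 4°C, 0 and 0 at 10°C, 0 and 0 at 34°C and 4 and 1 at 37°C in polyA+ and 0 and 0 at 4°C, 1 and 10 at 10°C, 3 and 3 at 34°C and 8 and 7 at 37°C in rRNA− libraries. Without a filter, 0 lncRNAs were higher at 10°C and 1 was lower at 34°C in rRNA− libraries, and with the replicate block 1 was lower at 34°C there.

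Genes whose response differed between the library types numbered 14, 16, 8 and 135 at 4°C, 10°C, 34°C and 37°C with DESeq2's Wald test, and 0 at 34°C and 0 at 37°C with the full counts. From the DESeq2 Wald test calls, 1, 37, 58 and 257 genes were shared at these temperatures. Serine proteases among DESeq2's calls numbered 3 at 34°C (adjusted p = 0.0159, Fisher's exact test) and 25 at 37°C in polyA+ libraries. In rRNA− libraries they numbered 6 at 34°C and 11 at 37°C. At 10°C there were 7 in polyA+ and 9 in rRNA− libraries (adjusted p = 4.7e-09 and 2.3e-07, Fisher's exact test). The enrichment of heat shock genes at both heat temperatures in both types, and of glutathione transferases at 37°C in both, passed the threshold with the full counts and with DESeq2's calls, the alternatives run for families. Of the 5 purine synthesis genes, DESeq2's calls held 1 at 4°C in rRNA− libraries (adjusted p = 0.0179, Fisher's exact test).

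With log2 of the mean plus 1 over all genes with a count in either type, R² was 0.808 at 4°C, 0.789 at 25°C and 0.696 at 37°C over all genes and 0.326 at 4°C, 0.342 at 25°C, 0.377 at 34°C and 0.291 at 37°C over lncRNAs. Over genes with a mean above 10 in both types it was 0.613 at 4°C, 0.552 at 25°C, 0.622 at 34°C and 0.440 at 37°C, and over such lncRNAs 0.188 at 25°C, 0.325 at 34°C and 0.178 at 37°C. The full counts gave 0.312 at 4°C, 0.337 at 25°C, 0.351 at 34°C and 0.335 at 37°C over lncRNAs. Across the 3 values that each left out one replicate, R² over all genes ran from 0.527 to 0.749 at 10°C, and over lncRNAs from 0.230 to 0.287 at 25°C and from 0.208 to 0.272 at 37°C, while it kept within 1 SD at the other temperatures. The value at 37°C over all genes was the lowest of the 5 under each of these transformations and gene sets.

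With a TPM mean above 1, the lncRNAs detected at 4°C, 10°C, 25°C, 34°C and 37°C numbered 313, 304, 289, 270 and 262 in polyA+ and 285, 219, 311, 225 and 273 in rRNA− libraries, so that rRNA− libraries had more at 25°C and 37°C. With at least 1 read in any library of the group the numbers were 711, 681, 745, 767 and 718 and 892, 748, 1000, 949 and 958. From the full counts, whose TPM includes rRNA, rRNA− libraries had 66, 97, 58 and 73 at 10°C, 25°C, 34°C and 37°C. The added threshold of a mean CPM above 2 moved no number by more than 1.5 times. Leaving out one replicate moved none by more than 1.5 times either. The rank of Yp1 in rRNA− libraries was 6 in the full counts. With the 500 genes of highest variance, PC1 and PC2 held 66.1% and 6.8%. The direction of the difference in share between the library types was the same in the full counts and in the unpaired test for all 5 gene classes.

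Of 454 recomputed values for the 35 fold changes of named genes, 412 kept their direction and their side of the threshold, 30 no longer passed it, 7 newly passed it and 5 changed sign. Of 88 for the 8 named differences between library types, 65 kept both, 15 no longer passed the threshold, 6 newly passed it and 2 changed sign. The changes of sign were lncRNA:CR31044 at 10°C in rRNA− libraries (0.16 without 10°C replicate 1 and 0.09 without 25°C replicate 2), vri at 10°C in polyA+ libraries (from -0.63 without 10°C replicate 3 to 0.78), lncRNA:CR32368 at 10°C in polyA+ libraries (from -0.36 without 10°C replicate 1 to 1.08), and CG11891 (FBgn0039309) with the full (not equalized) counts (-2.07 at 10°C in rRNA− libraries, and differences between the types of -2.66 at 10°C and -1.41 at 37°C). The αγ-element was not tested at 34°C in polyA+ libraries by the fit of the 6 libraries compared, whose filter left it out. Heat induction of Hsp22 and Hsp68 passed the threshold under every alternative in both library types.

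The spread between replicates limits what polyA+ libraries can show. Depth was nearly equal between the types, while the common biological coefficient of variation was 0.538 in polyA+ and 0.240 in rRNA− libraries. At this spread edgeR recovered 18% of genes changed 4-fold in simulated polyA+ libraries and 84.5% in rRNA− libraries, so that a count of 0 DEGs in polyA+ libraries leaves room for changes of this size. For the interaction it recovered 20%.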

Differences from the paper's values

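The settings that brought a value within 1.5 times the paper's, or within the spread between pools for R², are named below. Those said to be added were chosen after seeing the values, to see which settings reach the paper's numbers, and no result elsewhere was replaced by one of them.

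The paper's calls came from DESeq2, whereas the main calls here came from edgeR. At 37°C in polyA+ libraries, edgeR's 348 higher and 15 lower lay within 1.5 times the paper's 285 and 17. DESeq2's Wald test gave 1429 and 176 there, so a gap to the paper remained with its kind of test. In rRNA− libraries DESeq2's Wald test gave 297 and 67, against 310 and 67 in the paper. For genes higher at 37°C in rRNA− libraries the paper gives 310, against 200 here. Of the alternatives set before the data were examined, 6 closed the gap: DESeq2's size factors (215), DESeq2's Wald test (297), a replicate block (233), a fit of the 6 libraries compared (250), the adjusted p alone (313) and leaving out 25°C replicate 1 (227). The full counts, no filter, one fit of all 30 libraries and leaving out any other library did not. Added settings, chosen after seeing the values, closed it as well, namely DESeq2 Wald test on only the 6 libraries compared (324), DESeq2 Wald test on full counts (309), DESeq2 Wald test with the replicate block, equalized counts (307), the same on full counts with 150 bp reads (320), and the test on genes with at least 100 counts summed over the libraries (283 and 293).

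At 34°C in polyA+ libraries the paper has about 27 genes higher and about 3 lower in Fig. 5, read by eye, against 8 and 0 here (665 at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed either gap. Of the settings added after seeing the values, DESeq2 Wald test on genes with at least 10 counts in every library, equalized counts, gave 2 lower, and none closed the gap for genes higher.

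At 10°C in polyA+ libraries the paper has about 35 genes higher and about 5 lower in Fig. 5, read by eye, against 0 and 0 here (584 at an unadjusted p under 0.05). No alternative set before the data were examined closed these gaps. With settings chosen after seeing the values, DESeq2 Wald test on genes with at least 10 counts in every library, full counts with polyA+ reads at 150 bp, gave 31 higher, and the numbers lower were 6 on all 30 libraries, 7 on full counts and 5 with the replicate block.

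At 4°C in polyA+ libraries the paper has about 10 genes higher and about 3 lower in Fig. 5, read by eye, against 0 and 0 here (58 at an unadjusted p under 0.05). For genes lower, DESeq2's Wald test (4) and the fit of the 6 libraries compared (3) closed the gap among the alternatives set before the data were examined, and none did for genes higher. Chosen after seeing the values, the DESeq2 Wald test gave 7 higher on all 30 libraries, 10 on all 30 libraries with full counts, 11 on full counts, 8 with the replicate block, 12 with the block on full counts with 150 bp reads, and 8 on genes with at least 100 counts summed over the libraries in those counts. It gave 3 lower on only the 6 libraries compared and 3 on genes with at least 100 equalized counts.

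At 34°C in rRNA− libraries the paper has about 200 genes higher and about 34 lower in Fig. 5, read by eye, against 66 and 14 here. Among the alternatives set before the data were examined, DESeq2's Wald test closed both gaps (184 and 32), the adjusted p alone (24) and leaving out 34°C replicate 1 (34) closed that for genes lower, and the others closed neither. Settings chosen after seeing the values closed both too: DESeq2 Wald test on only the 6 libraries compared (287 and 36), DESeq2 Wald test on full counts (188 and 43), DESeq2 Wald test with the replicate block, equalized counts (210 and 32), DESeq2 Wald test with the replicate block, full counts with polyA+ reads at 150 bp (220 and 39), DESeq2 Wald test on genes with at least 100 counts summed over the libraries, equalized counts (190 and 34), and DESeq2 Wald test on genes with at least 100 counts summed over the libraries, full counts with polyA+ reads at 150 bp (196 and 46). With at least 10 counts in every library, genes lower were 28 and 29.

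At 10°C in rRNA− libraries the paper has about 170 genes higher in Fig. 5, read by eye, against 85 here. Set before the data were examined, DESeq2's Wald test (167), the adjusted p alone (135), leaving out 10°C replicate 2 (145) and leaving out 25°C replicate 1 (171) closed the gap, and the others did not. Of those chosen after seeing the values, the DESeq2 Wald test on only the 6 libraries compared (180), on full counts (174), with the replicate block (189, or 201 on full counts with 150 bp reads) and on genes with at least 100 counts summed over the libraries (172 and 178) closed it.

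At 4°C in rRNA− libraries the paper has about 8 genes higher and about 8 lower in Fig. 5, read by eye, against 1 and 0 here (400 at an unadjusted p under 0.05). DESeq2's Wald test (8 and 7) was the only alternative set before the data were examined that closed either gap. Chosen after seeing the values, it gave 12 and 12 on full counts and 8 and 7, or 12 and 12 with 150 bp reads, on genes with at least 100 counts summed over the libraries. It also gave 7 higher with the replicate block, 10 lower with the block on full counts with 150 bp reads, and 6 lower on all 30 libraries.

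For lncRNAs changed in polyA+ libraries, the paper has about 8 at 37°C, about 2 at 10°C and about 1 at 4°C in Fig. 5E, read by eye, against 5, 0 and 0 here (10 and 3 at an unadjusted p under 0.05 at 10°C and 4°C). At 37°C, DESeq2's size factors (11) and no filter (7) closed the gap among the alternatives set before the data were examined, and at 10°C and 4°C none did. With settings chosen after seeing the values, DESeq2 Wald test on genes with at least 10 counts in every library, equalized counts, gave 7 at 37°C. At 10°C it gave 2 on all 30 libraries, 3 on full counts and 3 with the replicate block on full counts with 150 bp reads. At 4°C it gave 1 on all 30 libraries with either table, on full counts, with the replicate block on equalized counts, and on genes with at least 100 counts summed over the libraries with 150 bp reads.

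For R² between the library types over all genes, the paper has about 0.62 at 25°C and about 0.45 at 37°C in Fig. 3D, read by eye, against 0.679 and 0.547 here. At 25°C, leaving out replicate 2 (0.645) closed the gap, and no other alternative set before the data were examined did. At 37°C, genes with a mean above 10 in both (0.440) and leaving out replicate 2 (0.531) or replicate 3 (0.485) closed it.

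Over lncRNAs, the paper has about 0.16 at 4°C, about 0.13 at 10°C, about 0.13 at 25°C, about 0.17 at 34°C and about 0.17 at 37°C in Fig. 4C, read by eye, against 0.224, 0.234, 0.280, 0.249 and 0.251 here. Of the alternatives set before the data were examined, genes with a mean above 10 in both closed the gap at 4°C (0.167) and 37°C (0.178), leaving out replicate 1 closed it at 4°C (0.181), and leaving out replicate 3 closed it at 10°C (0.200) and 34°C (0.218). None did at 25°C. The paper's discussion puts these R² values above 0.58 at each temperature, whereas the lowest here was 0.224, and none of the alternatives closed that gap.

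Of the annotated lncRNAs, the paper detects 80% in each library type at a mean TPM above 2, against at most 8.49% in polyA+ and 6.86% in rRNA− libraries here. None of the alternatives set before the data were examined closed this gap. The share of variance on PC2 is about 6% in Fig. 3, read by eye, against 14.8% here, and with the 500 genes of highest variance it was 6.8%, while the full counts, DESeq2's variance stabilizing transformation and a smaller prior count did not close the gap. The paper's depth after equalization is 2 for reads in units of 1e+06 per library, against a median of 4.02 counts in that unit here, and the full counts did not come closer.

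Several statements differ as well. The paper describes lncRNA:CR31044 as raised at 4°C and 10°C in both library types, whereas it passed the threshold in neither here (log2 fold changes of 1.88 and 1.35 in polyA+ and 0.45 and -0.11 in rRNA− libraries). Settings chosen after seeing the values called it in polyA+ libraries, at 4°C with the DESeq2 Wald test on all 30 libraries with equalized (adjusted p = 0.00221) and full counts (7.3e-04), on full counts (0.0143), with the replicate block on full counts with 150 bp reads (0.0216), and on genes with at least 100 counts summed over the libraries in those counts (0.00646), and at 10°C with the DESeq2 Wald test on all 30 libraries (0.0395 and 0.0109). The adjusted p ran up to 1 at 4°C over all settings, and none called it in rRNA− libraries.

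lncRNA:CR32368 is described as lower at 10°C in rRNA− libraries, whereas it was higher there, with a log2 fold change of 1.41, and Fig. 5H plots lncRNA:CR32218 (FBgn0052218), with -1.57. The latter was not called here (adjusted p = 0.0814 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but DESeq2's Wald test called it (0.0451), as did 6 of 10 settings chosen after seeing the values (from 0.0294, up to 1 over all 10). Transcripts of lncRNA:CR32368 were counted in polyA+ libraries as well, with 10 to 57 counts per library at 10°C.

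asRNA:CR44035 (FBgn0264827) is described as lower with heat in both types, but in polyA+ libraries it did not pass the threshold (adjusted p = 0.431 at 34°C and 0.0534 at 37°C from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 37°C the full counts (0.0267), DESeq2's Wald test (0.0287), the fit of the 6 libraries compared (0.0401) and one fit of all 30 libraries (0.0027) called it, and this last fit called it at 34°C (0.0485, range 0.0485 to 1). Of 10 settings chosen after seeing the values, 9 called it at 37°C (1.1e-06 to 0.0506) and 2 at 34°C (0.00403 to 0.523).

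The αγ-element (FBgn0052865) is described as induced at 34°C in both types, but in polyA+ libraries it did not pass the threshold there (adjusted p = 0.307 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The full counts called it (0.00153, range 0.00153 to 1), as did 6 of 9 settings chosen after seeing the values (4.2e-15 to 0.462).

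The paper counts more changed lncRNAs in rRNA− libraries in each temperature group, whereas at 4°C both types had 0 here (3 in polyA+ and 16 in rRNA− libraries at an unadjusted p under 0.05), and at 37°C polyA+ libraries had more in one fit of all 30 libraries (40 against 8), with DESeq2's Wald test (34 against 17), in the fit of only the 6 libraries compared (22 against 19), with the full (not equalized) counts (16 against 14) and without 37°C replicate 3 (22 against 9). Replicates are said to group by temperature, whereas the nearest neighbour of 10 of 15 polyA+ libraries was of another temperature. Yp1 ranked 6th in rRNA− libraries in the full counts, against first in the equalized counts. For purine metabolism at 37°C in polyA+ libraries, 0 of the 5 purine synthesis genes tested were called, and 1 was with the full counts and with DESeq2's Wald test (adjusted p = 0.438 and 1, Fisher's exact test). DESeq2's calls also held 1 at 4°C in rRNA− libraries (adjusted p = 0.0179, Fisher's exact test).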

Other observations

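The test of the spread with 1 pool left out was chosen only after the result was seen. The criteria of the other tests in this part were set before their results were seen, and the observation that led to each was made on the same data.

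The DEGs at 10°C in rRNA− libraries followed gene length. The 85 genes higher had a median exonic length of 1346 bases and the 120 lower one of 4556, against 2140 for all genes tested, and Spearman's rho between log2 fold change and length was -0.39 (rRNA− at 37°C -0.30, polyA+ at 37°C -0.31). With the trend on length removed from each library, 51 of the 205 genes were still called, and 28 genes were higher and 29 lower, with median lengths of 2087.5 and 2301. A gene length trend between libraries may thus account for most of these calls, as differing RNA integrity or fragment size would give it, which were not analysed here. The lower depth of the 10°C libraries is argued against as the whole cause, since 107 of the 205 genes were still called with every rRNA− library thinned to the lowest total, 2067003 counts. A response to cold that itself differs between short and long genes stays open, and GC content was not analysed here. Of the 10 splits of the 6 libraries, 1, the real one, called as many genes, and another called at most 1.

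At 10°C more genes were called in rRNA− than in polyA+ libraries, 205 against 0 (584 in polyA+ libraries at an unadjusted p under 0.05). The larger spread between polyA+ replicates may account for most of this. Counts simulated with the polyA+ means and spread and the rRNA− fold changes gave on average 6.7 called genes (from 1 to 17 over 20 simulations), so no simulation reached the observed 0. Whether a varying share of mt:lrRNA in polyA+ counts plays a part could not be decided. With the mitochondrial genes left out, 0 genes were called as before (665 at an unadjusted p under 0.05). At this spread the simulations gave at most 17 calls, so few were to be gained either way. Sequencer and RNA amount coincide with the library type and cannot be told apart from it.

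The spread itself, a common biological coefficient of variation of 0.538 in polyA+ and 0.241 in rRNA− libraries, fell to 0.488 and 0.231 with the length trend removed. With the trend removed and 1 pool left out it ran from 0.433 to 0.509 in polyA+ and from 0.219 to 0.240 in rRNA− libraries, which argues against a gene length trend as the whole cause. The trend as a small part stays open, and sequencer and RNA amount, which coincide with the library type, cannot be told apart from it. No biological explanation was tested, since both libraries of a pool came from the same flies.

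At 10°C against 25°C in polyA+ libraries, a split that joined 25°C replicate 1 with 10°C replicates 1 and 2 called 760 genes, where the real split called 0, so that all 10 splits called as many as the real one. Exchanged labels of 10°C replicate 3 and 25°C replicate 1 were tested by a score, the difference in mean log2 CPM between the genes higher and those lower at 10°C in rRNA− libraries. The score of 25°C replicate 1 (-1.25) lay above that of 10°C replicate 3 (-2.09) by 0.840 and above those of the other 25°C libraries (-2.78 and -2.33), which met the criterion. It lay far below the scores of 10°C replicates 1 and 2 (1.61 and 1.59), which exchanged labels would bring it near. An exchange and a spread between libraries along the length trend cannot be told apart, because these genes also follow gene length. The labels were kept as given.

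Other splits of the 6 libraries of a comparison into 3 and 3 number 10 with the real one, so the share with as many called genes is never under 0.1. In polyA+ libraries, 10 splits gave as many genes as the real one at 4°C, 10 at 10°C, 1 at 34°C and 1 at 37°C. In rRNA− libraries these numbers were 2, 1, 1 and 1, and at 4°C the split that joined 4°C replicate 1 with 25°C replicates 1 and 3 called 19 genes. For the difference between library types, 10, 10, 2 and 1 of the 10 splits of the pools gave as many genes.

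DEGs shared between temperatures numbered 67 at 34°C and 37°C, 55 at 10°C and 37°C and 20 at 10°C and 34°C in rRNA− libraries, with 67, 53 and 20 of them changed in the same direction, and 8 at 34°C and 37°C in polyA+ libraries, all in the same direction. Simulated unchanged groups that share the 25°C libraries had at most 1 gene in common. Groups without change give few calls that could be shared (0 in the test of the procedure), so this maximum is no measure for the overlap of longer lists. Pearson's r between the log2 fold changes of all genes tested was 0.703 for 34°C and 37°C, 0.503 for 10°C and 34°C and 0.469 for 10°C and 37°C in rRNA− libraries, where simulated unchanged groups gave means of 0.488, 0.482 and 0.494 from the shared controls alone. In polyA+ libraries r was 0.780, 0.760 and 0.689 for these pairs, against 0.493, 0.487 and 0.481 in the simulations. Unlike 4°C and 25°C, the temperatures 10°C, 34°C and 37°C held polyA+ libraries with a low share of histone counts. A shared response cannot be told apart from that split in polyA+ libraries. The pairs with 4°C lay at or below the simulated level. For 4°C with 10°C, 34°C and 37°C, r was 0.430, 0.226 and 0.107 in polyA+ libraries, against 0.494, 0.494 and 0.495 in the simulations, and 0.484, 0.356 and 0.365 in rRNA− libraries, against 0.482, 0.501 and 0.489. These correlations are across genes, which are not independent replicates.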
